# REST is a major negative regulator of endocrine differentiation during pancreas organogenesis

**DOI:** 10.1101/gad.348501.121

**Published:** 2021-09-01

**Authors:** Meritxell Rovira, Goutham Atla, Miguel Angel Maestro, Vane Grau, Javier García-Hurtado, Maria Maqueda, Jose Luis Mosquera, Yasuhiro Yamada, Julie Kerr-Conte, Francois Pattou, Jorge Ferrer

**Keywords:** REST, β cells, bipotent progenitors, endocrine differentiation, pancreas, pancreas development, transcriptional repressors

## Abstract

Multiple transcription factors have been shown to promote pancreatic β-cell differentiation, yet much less is known about negative regulators. Earlier epigenomic studies suggested that the transcriptional repressor REST could be a suppressor of endocrinogenesis in the embryonic pancreas. However, pancreatic *Rest* knockout mice failed to show abnormal numbers of endocrine cells, suggesting that REST is not a major regulator of endocrine differentiation. Using a different conditional allele that enables profound REST inactivation, we observed a marked increase in pancreatic endocrine cell formation. REST inhibition also promoted endocrinogenesis in zebrafish and mouse early postnatal ducts and induced β-cell-specific genes in human adult duct-derived organoids. We also defined genomic sites that are bound and repressed by REST in the embryonic pancreas. Our findings show that REST-dependent inhibition ensures a balanced production of endocrine cells from embryonic pancreatic progenitors.

## Abstract (precis)

In this study, Rovira et al. report that inactivation of the transcriptional repressor REST causes a drastic increase in pancreatic endocrine progenitors and endocrine cells, and establish that REST is a major negative regulator of embryonic pancreas endocrine differentiation in mice and zebrafish. Their findings show that REST-dependent inhibition ensures a balanced production of endocrine cells from embryonic pancreatic progenitors.

Progress in our understanding of the transcriptional mechanisms underlying pancreatic β-cell differentiation has been crucial for recent advances in the development of regenerative therapy strategies for type 1 diabetes mellitus, including efforts to generate functional β cells from stem cells, organoids, or in vivo reprograming (Rezania et al. 2014; Huch and Koo 2015; Zhou and Melton 2018). Pancreatic islet cell transcription is also central to the mechanisms that underlie various forms of diabetes (Servitja and Ferrer 2004; Guo et al. 2013; Miguel-Escalada et al. 2019).

Cellular programming and differentiation result from an interplay of positive and negative transcriptional regulatory mechanisms (Crews and Pearson 2009; Graf and Enver 2009). Several DNA binding transcription factors are known to promote endocrine differentiation during pancreas development (Sussel et al. 1998; Gradwohl et al. 2000; Osipovich et al. 2014; De Vas et al. 2015). A more limited number of transcriptional regulators, such as HES1 and TEAD-YAP, have been shown to exert negative endocrine regulation (Jensen et al. 2000; Cebola et al. 2015; Mamidi et al. 2018). Some lines of evidence have also suggested that the RE-1 silencing transcription factor (REST; also known as NRSF, for neural-restrictive silencing factor) could be a negative regulator of endocrine differentiation during pancreas development (van Arensbergen et al. 2010).

REST is best known for its role as a suppressor of neuronal genes in nonneuronal cell types (Schoenherr and Anderson 1995). It binds a 21-bp DNA recognition sequence and has two repressor domains that recruit corepressor complexes. Consistent with its function to inhibit neuronal genes, REST is largely expressed in nonneuronal cell types. However, REST is not expressed in endocrine cell lines, and several genes that are repressed by REST are active in islet cells (Atouf et al. 1997; Martin et al. 2008, 2012). Furthermore, genome-wide studies in embryonic stem cells and nonneuronal cell types have shown direct binding of REST near β-cell-enriched genes (Johnson et al. 2008; van Arensbergen et al. 2010; Mukherjee et al. 2016). REST binding sites in embryonic stem cells overlap with genomic regions that carry Polycomb-repressed chromatin in FACS-purified multipotent progenitors of the early embryonic pancreas (van Arensbergen et al. 2010). Many of these Polycomb-repressed regions are β-cell regulatory genes that are subsequently derepressed during pancreatic endocrine differentiation, in parallel with the concomitant loss of REST expression (van Arensbergen et al. 2010). These correlations suggested that REST could be an important negative regulator of the endocrine differentiation program of the developing pancreas. A recent report exploited this notion by inhibiting REST to enhance PDX1-mediated activation of endocrine genes in adult pancreatic exocrine cells (Elhanani et al. 2020).

Genetic loss-of-function studies, however, failed to support a significant role of REST in pancreatic endocrine differentiation. Cre/LoxP-based excision of *Rest* in pancreatic progenitors led to changes in the expression of some endocrine genes but did not affect the number of endocrine cells, suggesting it was not an essential modulator of endocrine differentiation (Martin et al. 2015). Another pancreas deletion study reported that REST tempers pancreatic tissue damage and prevents acinoductal metaplasia, but the study did not explicitly assess endocrine differentiation (Bray et al. 2020). These studies, however, used an allele that removes *Rest* exon 2 (Gao et al. 2011). Recent work using a gene trap that disrupts transcription from all *Rest* promoters revealed dramatic effects on embryonic neurogenesis that were not observed when targeting *Rest* exon 2 (Nechiporuk et al. 2016). The same study showed that excision of *Rest* exon 2 does not prevent translation of a C-terminal REST peptide that is able to bind DNA, recruit corepressors, and repress target genes (Nechiporuk et al. 2016). Existing data, therefore, warrant a need to explore the true impact of REST in pancreatic endocrine differentiation using alternative genetic tools.

We have now inactivated *Rest* in the embryonic pancreas using a conditional allele that led to a marked increase in endocrine differentiation, proliferation, and cell mass. Inactivation of *Rest* in adult mature duct cells, however, failed to elicit this effect. We used chemical inhibitors to show that REST function is conserved in zebrafish and represses endocrine genes in human pancreas organoids. Finally, we defined key properties of the REST-dependent program during pancreas organogenesis. Our results, therefore, show an essential role of REST as a major negative regulator of pancreatic endocrine differentiation.

## Results

### REST expression in pancreas is largely restricted to progenitors and duct cells

The expression of REST in pancreatic cell types has been difficult to resolve unequivocally owing to low expression levels and lack of robust antibodies (van Arensbergen et al. 2010; Martin et al. 2015). We found nuclear REST immunoreactivity in most nonendocrine epithelial and mesenchymal cells of the mouse E12.5 pancreas, whereas from E14.5 onward it was largely restricted to duct-like clusters, and absent from acinar and endocrine cell clusters (Supplemental Fig. S1A). Purified duct cells from adult and E18.5 *Sox9*-eGFP transgenic mice (Gong et al. 2003) confirmed *Rest* mRNA expression in duct cells (Supplemental Fig. S1B,C). Finally, single-cell RNA-seq data (Tabula Muris et al. 2018) showed *Rest* mRNA in adult duct and nonepithelial cells but not in acinar or endocrine cells (Supplemental Fig. S1D). These results reinforce the notion that REST is expressed in embryonic bipotent progenitors and adult pancreatic ductal cells but is not detected in endocrine cells, consistent with a potential function of REST as a negative regulator of pancreatic endocrine differentiation.

### REST inactivation in pancreatic progenitors induces *Neurog3*

Previous genetic studies concluded that genetic ablation of *Rest* in pancreatic multipotent progenitors has no impact on the formation of NEUROG3+ endocrine precursors or hormone-producing cells (Martin et al. 2015), although this was examined in a mouse model that creates a deletion of *Rest* exon 2, which produces a functional isoform that can still bind DNA and recruit corepressors (Nechiporuk et al. 2016). We thus used an allele that enables conditional excision of exon 4, which encodes >75% of REST protein residues (Yamada et al. 2010). Breeding this line with a *Pdx1*-Cre transgene (Gu et al. 2002) enabled the excision of *Rest* and a severe depletion of REST protein in most embryonic pancreatic epithelial cells (hereafter referred to as *Rest*^pKO^ mice) (Supplemental Fig. S2A–C).

Previous work showed that REST binds to pancreatic endocrine regulatory genes in mouse ES cells and that during embryonic pancreas differentiation, REST target genes loose Polycomb-repressed chromatin and undergo transcriptional activation (van Arensbergen et al. 2010). To directly test whether this means that REST truly acts as a repressor of endocrine differentiation during pancreas development, we examined expression of the endocrine lineage-determinant NEUROG3 in *Rest*^pKO^ embryos. This showed a 3.0-fold ± 0.03-fold increase of *Neurog3* mRNA in pancreas from *Rest*^pKO^ versus control E13.5 embryos (SEM, Student's *t*-test *P* < 0.01) and 1.7-fold increased NEUROG3 protein (*P* < 0.05) (Fig. 1A,B). At E18.5, a time point in which the wave of NEUROG3+ cells have normally begun to wane, *Neurog3* mRNA was 10.7-fold ± 1.2-fold higher in *Rest*^pKO^ embryos (*P* < 0.01) (Fig. 1A). Furthermore, E18.5 mutant pancreas showed an approximately sixfold increase in NEUROG3+ cells normalized by the total number of CK19^+^ cells (*P* < 0.01) (Fig. 1C). Several NEUROG3+ cells in mutant pancreas appeared to line the epithelium of large ducts (Fig. 1C). Therefore, REST inactivation in pancreatic progenitors led to an increased yield of NEUROG3+ cells throughout embryogenesis.

**Figure 1.**
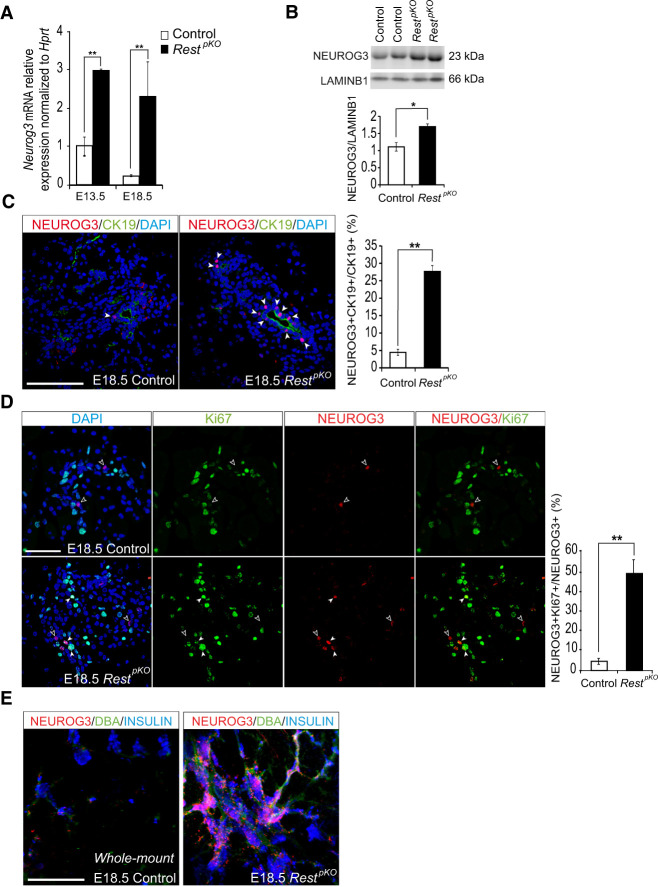
*Rest* inactivation in pancreatic progenitors induces NEUROG3. (*A*) *Neurog3* mRNA increases in E13 and E18 *Rest*^pKO^ pancreas. Normalization by *Hprt* mRNA; *n* = 3–4 mice per group. (*B*) Western blot and quantifications of NEUROG3 in nuclear extracts from E13.5 control and *Rest*^*pKO*^ pancreas. LamininB1 was used as loading control. *n* = 2 samples per group with a pull of three E13.5 pancreas per sample. (*C*) Immunofluorescence for NEUROG3 (red), cytokeratin 19 (CK19; green), and DAPI (blue) in E18.5 control and *Rest*^pKO^ pancreas. Arrowheads indicate NEUROG3+ cells. Bars show NEUROG3+ CK19+ cells in E18.5 pancreas. Scale bar, 100 µm. (*D*) Immunofluorescence for NEUROG3 (red), Ki67 (green), and DAPI (gray) in E18.5 pancreas. Empty arrowheads indicate NEUROG3+Ki67− cells, and white arrowheads indicate NEUROG3+Ki67+ cells. *n* = 4–6 mice per group. Scale bar, 50 µm. (*E*) Representative whole mounts for NEUROG3+ (red), DBA (green), and insulin (blue) of the tail of E18.5 control and *Rest*^*pKO*^ pancreas. Scale bars, 100 µm. Error bars are SEM. (*) *P* ≤ 0.05, (**) *P* ≤ 0.01.

During normal pancreas development, the activation of *Neurog3* is followed by cell cycle exit of most progenitor cells (Miyatsuka et al. 2011; Krentz et al. 2017). This change in cell cycle activity has been shown to occur in discrete, strongly expressing NEUROG3+ cells, in contrast to remaining bipotent progenitor cells, which also express Neurog3 mRNA but very low, often undetectable NEUROG3 protein (Villasenor et al. 2008). We therefore investigated if REST inactivation affected the proliferation of discrete NEUROG3-expressing cells. Immunofluorescence analysis of E18.5 *Rest*^*pKO*^ pancreas showed that 48.3% ± 6.8% of NEUROG3+ cells coexpressed Ki67 versus 4.6% ± 1.5% in control embryos (*P* < 0.01) (Fig. 1D). This suggests that REST acts as a negative regulator of cell cycle exit in NEUROG3+ cells, which could contribute in part to the increased number of NEUROG3+ cells in *Rest*^*pKO*^ embryonic pancreas.

During embryogenesis, NEUROG3+ cells arise from pancreatic progenitors that form a tubular plexus that progressively evolves into a ductal tree (Gu et al. 2002; Solar et al. 2009; Bankaitis et al. 2015). We tested whether *Rest* deficiency could not only increase the yield of NEUROG3+ cells during embryonic development but also cause persistent *Neurog3* activation in the duct epithelium throughout postnatal life. We therefore examined postnatal (2-wk-old and 12-wk-old) *Rest*^pKO^ mice yet found no NEUROG3+ cells (Supplemental Fig. S3). This suggests that additional REST-independent mechanisms are required for persistent *Neurog3* activation during postnatal life.

Our studies, therefore, show that REST tempers the yield of NEUROG3+ cells in the embryonic pancreas, in part by suppressing NEUROG3+ cell proliferation. The lack of NEUROG3+ cells in the adult *Rest*^*pKO*^ pancreas suggests that REST function is not required to prevent the continuous formation of endocrine progenitor cells from duct cells during postnatal life.

### Increased β-cell mass in mice lacking REST in pancreatic progenitors

Given that the inactivation of REST in pancreatic progenitors led to the expansion of endocrine-committed NEUROG3+ progenitors, we investigated how this influenced the formation of endocrine cells. Whole-mount stainings for NEUROG3, CK19, and insulin in E18.5 pancreas not only confirmed increased NEUROG3+ cells but also showed a marked increase of the number of insulin-expressing cells (Fig. 1E).

Because the increase in NEUROG3+ cells observed in *Rest*^pKO^ pancreas was transient, we investigated whether increased β-cell mass was maintained in the adult pancreas. Young (12- to 16-wk-old) male *Rest*^*pKO*^ mice had normal weight (24.39 g ± 0.5 vs. 24.36 g ± 0.6 control mice) and fasting glycemia (49.71 mg/dL ± 1.83 vs. 54.26 mg/dL ± 3.44 control mice). Morphometric analysis, however, showed an approximately twofold increase of β-cell mass in 12-wk-old *Rest*^pKO^ versus control mice, which was primarily owing to an increase of large islets (Student's *t*-test, *P* < 0.01), as well as an apparent increase in glucagon-expressing cells (Fig. 2A–D). These findings, therefore, showed that inactivation of *Rest* in pancreatic progenitors results in a transient expansion of NEUROG3+ cells and a sustained increase of pancreatic endocrine cell mass.

**Figure 2.**
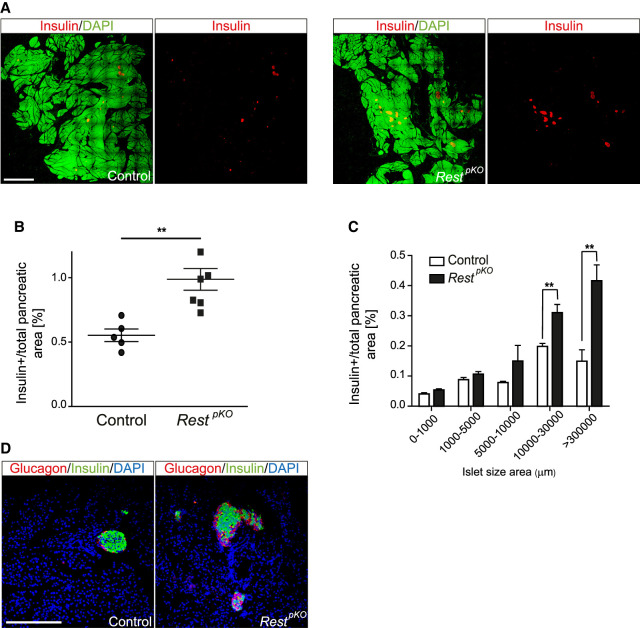
Increased β-cell mass in *Rest*^pKO^ mice. (*A*) Representative images of 10 × 10 frame reconstructions used for β-cell morphometry of insulin (red) and DAPI (green) stainings in pancreas from 12-wk-old control and *Rest*^pKO^ mice. Scale bar, 2 mm. (*B*) Morphometry of β-cell mass estimated from insulin surface area/total DAPI surface area (percentage). *Rest*^pKO^ mice have an approximately twofold increase in β-cell mass. *n* = 12 sections from five to six mice in each group. (*C*) Islet size in control and *Rest*^pKO^ adult pancreas. (*D*) Representative immunofluorescence for glucagon (red), insulin (green), and DAPI (blue) in whole-pancreas from 12-wk-old control and *Rest*^pKO^ pancreas. Scale bar, 200 µm. Error bars indicate SEM. (**) *P* ≤ 0.01.

### REST is a direct regulator of pancreatic endocrine differentiation

Several genome-wide studies show that REST binds and regulates different genes in different cell types (Bruce et al. 2009; Hwang and Zukin 2018), although REST binding sites have not yet been mapped in pancreas. To study how REST controls pancreatic endocrine differentiation, we identified REST genomic binding sites and REST-dependent transcriptional changes in embryonic pancreatic progenitors. We performed ChIP-seq analysis using a monoclonal antibody (12C11) directed to the REST C-terminal region (Chen et al. 1998), and used chromatin from E13.5 wild-type pancreas, a stage at which REST expression is largely confined to progenitor cells and interspersed mesenchymal cells (Supplemental Fig. S1A). We detected 1968 REST-bound regions (Supplemental Table S1). These were highly enriched in canonical REST recognition motifs, confirming the specificity of REST binding (Supplemental Table S2; Fig. 3A).

**Figure 3.**
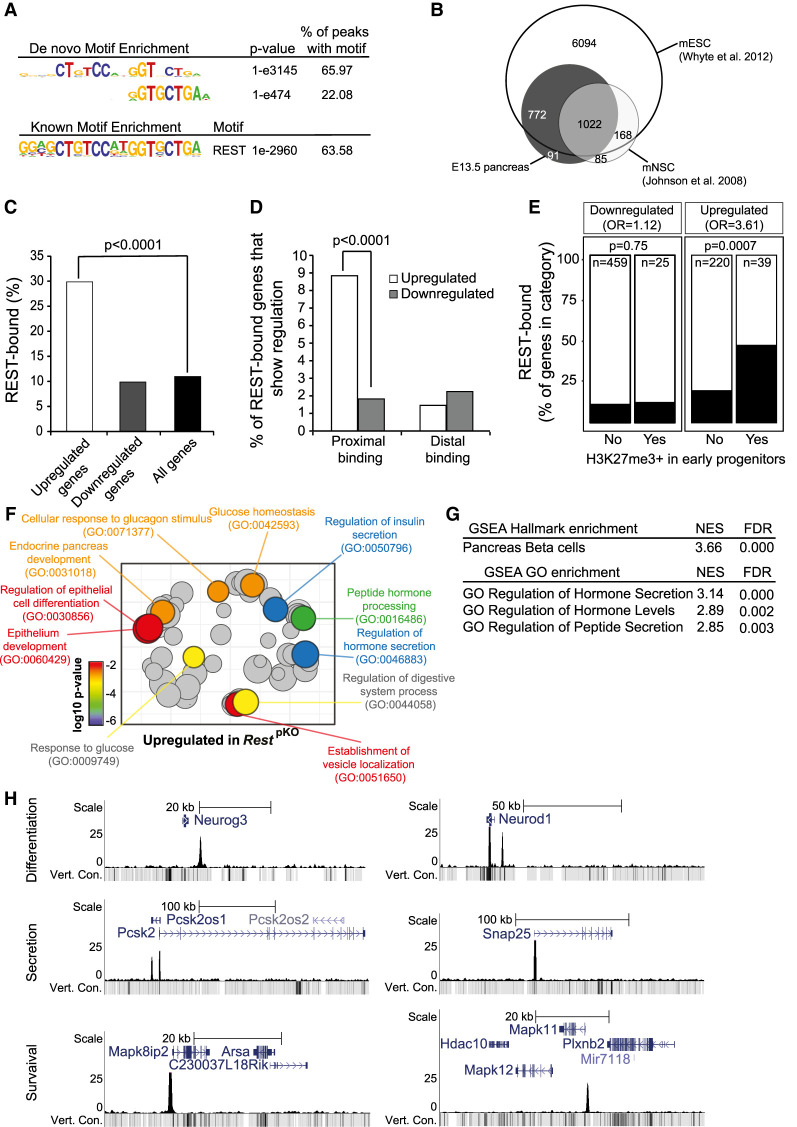
Functional direct REST targets in the embryonic pancreas. (*A*) Top de novo and known motif enrichments in REST-bound regions. (*B*) REST-bound regions in E13.5 pancreas, mESCs, and mNSCs. (*C*) Percentage of up-regulated and down-regulated genes in *Rest*^pKO^ mice, or all genes, that were bound by REST. Results indicate that REST predominantly acts as a repressor. *P*-values are Fisher exact test. (*D*) REST binds preferentially to promoter-proximal (0- to 5-kb) regions of genes that were up-regulated in *Rest*^pKO^ mice. (*E*) Percentage of differentially expressed genes that were bound by REST, broken down by H3K27me3 enrichment in purified pancreatic progenitors in (van Arensbergen et al. 2010). REST binding was enriched in genes that were up-regulated in *Rest*^pKO^ and showed H3K27me3 in progenitors. *P*-values from Fisher exact test. (*F*) Up-regulated genes were functionally annotated using Gorilla (Eden et al. 2009), and REVIGO (Supek et al. 2011) was used to visualize annotation clusters. The most significant terms are highlighted according to a *P*-value color scale. (*G*) Significant GSEA terms for up-regulated genes. (*H*) REST binding associated to pancreatic endocrine development (*Neurog3* and *NeuroD1*), insulin secretion (*Snap25* and *Pcsk2*), and β-cell survival (*Mapk11* and *Mapk8ip2*) genes in E13.5 pancreas. *Y*-axes are −log_10_ *P*-values. The vert. cons. track depicts vertebrate conservation.

The binding properties of repressors are poorly understood. Integration with ATAC-seq profiles from E13.5 pancreas revealed that REST-bound regions were accessible to transposase cleavage yet had an accessibility footprint that was narrower than recognition sites of activating pancreatic transcription factors, plausibly because active regulatory elements are occupied by multiple DNA binding factors (Supplemental Fig. S4).

DNA binding transcription factors that are expressed in multiple cell types often bind to different genomic regions across cell types (e.g., see Servitja et al. 2009), and this has also been observed for REST (Bruce et al. 2009; Hwang and Zukin 2018). We found that 1806 (∼94%) of REST-bound sites in embryonic pancreas were shared with embryonic stem cells but only 1030 (∼53%) with neuronal stem cells (Johnson et al. 2008; Whyte et al. 2012), whereas 91 (∼4.7%) were exclusively detected in mouse embryonic pancreas (Fig. 3B).

These findings, therefore, defined direct REST-bound regions in early embryonic pancreas. They confirmed that numerous bound regions vary across cell types, although the vast majority are shared with embryonic stem cells (Supplemental Table S3).

To further assess REST function in pancreatic progenitors, we compared RNA-seq profiles of E18.5 *Rest*^pKO^ versus control pancreas, a stage at which many progenitors have already been allocated to distinct cellular lineages. 

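*Rest* itself was counted at 14.2 and 15.7 CPM (counts scaled to library size by TMM) in the control libraries and at 12.1 and 9.16 CPM in the *Rest* pKO libraries, so that both *Rest* pKO libraries lay below both controls. Its means were 15.0 ± 1.07 and 10.7 ± 2.12 CPM (SD, n = 2 per genotype). The log2 fold change of −0.49 (standard error 0.23) did not pass the test (adjusted p = 0.593 from edgeR's quasi-likelihood test and 0.877 from DESeq2). *Rest* lies on chromosome 5 from 77694516 to 77715457 (NCBI build 37, mm9). The conditional allele removes exon 4 only, and *Pdx1-Cre* spares the mesenchyme, so counts over all exons and all cells of the organ do not measure the deletion itself.
The deposited values are whole-number counts of 24391 genes in 4 libraries of E18.5 pancreas. Of these, 2 are from controls and 2 from *Rest* pKO embryos. The paper's methods give 3 pancreas per genotype and do not identify which of them these libraries are, so all 4 were used. Counts summed to 16936759 and 18644088 in control replicates 1 and 2 and to 20738162 and 24134100 in *Rest* pKO replicates 1 and 2. *Xist*, the RNA that coats the inactive X chromosome, was counted 32596 times in control replicate 1 and 12433 times in *Rest* pKO replicate 2, which had 0 and 1 counts of Y-linked genes. Control replicate 2 and *Rest* pKO replicate 1 had 9 and 17 counts of *Xist* and 3416 and 4004 counts of Y-linked genes. Each genotype thus holds 1 female and 1 male embryo, and its libraries come from different embryos. Genes of acinar cells, the digestive enzyme-secreting cells of the exocrine pancreas, took 42.4% and 40.9% of the counts in the controls and 42.3% and 49.0% in *Rest* pKO replicates 1 and 2.
According to the paper and the submitters' processing notes, paired-end reads were aligned to mm9 with STAR, uniquely mapped reads were kept, and reads were counted per UCSC gene with featureCounts 1.5. The paper's text does not give the strand setting or whether pairs or single reads were counted. From these counts, 14550 genes that passed edgeR's filterByExpr were normalized by TMM and tested for genotype. The replicates differed from each other by more than the sampling noise of their counts (chi-square per degree of freedom 23.2 for the controls and 64.9 for *Rest* pKO), and the biological coefficient of variation was 0.211. With 2 libraries per genotype the spread of each gene rests on 2 residual degrees of freedom and on 5.48 more borrowed from the other genes.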

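In *Rest* pKO pancreas the counts of 4 genes fell and those of no gene rose at an adjusted p under 0.05 (edgeR's quasi-likelihood test with genotype as the only term). *Rpl29*, which encodes a protein of the large ribosomal subunit, was at 131 ± 54.4 CPM in controls and 1.29 ± 0.276 CPM in *Rest* pKO (SD, n = 2 each). Its log2 fold change was −6.66 (standard error 0.39, adjusted p = 0.00435 from edgeR). *Rps18*, a protein of the small ribosomal subunit, was at 115 ± 51.4 and 7.68 ± 1.20 CPM (log2 fold change −3.91, standard error 0.35, adjusted p = 0.0375). *H2-K1*, a classical MHC class I gene that presents peptides to T cells, was at 94.5 ± 30.6 and 12.3 ± 1.73 CPM (log2 fold change −2.94, standard error 0.27, adjusted p = 0.0375). *Naip5*, a cytosolic receptor for bacterial flagellin, was at 16.7 ± 6.19 and 1.45 ± 0.246 CPM (log2 fold change −3.52, standard error 0.35, adjusted p = 0.04995). *Rps18* and *H2-K1* lie close together on chromosome 17, from 34088944 to 34092946 and from 34132962 to 34137278. *Rpl29* lies on chromosome 9 from 106331785 to 106333899 and *Naip5* on chromosome 13 from 100981694 to 101016278.
At an unadjusted p under 0.05, 474 genes were higher and 816 lower in *Rest* pKO. DESeq2 called 26 genes higher and 76 lower among the 14250 to which it gave an adjusted p, the 4 genes above included. With sex as a further term, a fit chosen after the sexes had been read from the counts, edgeR called 60 genes higher and 187 lower, the 4 genes included. Without *Rest* pKO replicate 2 none of the 4 genes passed (adjusted p from 0.140 to 0.164 in edgeR) and 1 other gene was called. Without *Rest* pKO replicate 1, control replicate 1 or control replicate 2, edgeR called 514, 208 and 100 genes. *Rpl29*, *Rps18* and *Naip5* share part of their sequence with 38, 4 and 1 annotated genes outside the counted set, and *H2-K1* with 6 inside it.
Genes of macrophages, red cells and neutrophils lay lower on average in *Rest* pKO, while of 6 lymphocyte genes 2 were above 0 and the list did not pass. Mesenchyme, mesothelial and immediate-early and heat shock genes also lay lower, with their lowest means in *Rest* pKO replicate 1 (mean log2 deviations −0.39, −0.70 and −0.61), and log2 fold changes fell with exon length across genes (Spearman's rho −0.296). Of 18 macrophage and pan-leukocyte genes, 16 had a log2 fold change below 0 and 2 above 0, with a median of −0.42. Among 28 gene lists tested with limma's camera, this one lay below other genes (adjusted p = 1.04e-07; adjusted p = 0.386 with an estimated correlation). None of the 18 passed alone in edgeR, DESeq2 called 3 lower, 9 were lower and 1 higher at an unadjusted p under 0.05, and 7 fell when adjusted over the list alone. *Itgam*, the integrin alpha chain of myeloid cells, had a log2 fold change of −1.76 (adjusted p = 0.349 from edgeR and 0.000867 from DESeq2), and *Ptprc*, the CD45 antigen of leukocytes, one of −1.55 (adjusted p = 0.349 from edgeR and 0.00318 from DESeq2). All 9 erythroid genes tested lay below 0, with a median of −2.11 (camera, adjusted p = 7.34e-11; adjusted p = 0.386 with an estimated correlation). None passed alone in edgeR, 8 were at an unadjusted p under 0.05, and 7 fell when adjusted over the list alone, while DESeq2, which tested 11, called 4 lower. The controls differed widely in this list. Its mean log2 deviations were 0.06 and 1.99 in control replicates 1 and 2 and −0.87 and −1.18 in *Rest* pKO replicates 1 and 2. *Slc4a1*, the anion exchanger of red cells, was at 10.2 and 52.4 CPM in control replicates 1 and 2 and at 3.06 and 1.41 CPM in *Rest* pKO replicates 1 and 2. All 7 neutrophil genes lay below 0 (camera, adjusted p = 7.08e-06; adjusted p = 0.458 with an estimated correlation), and all 7 were at an unadjusted p under 0.05 and fell when adjusted over the list alone, while edgeR and DESeq2 called none over all genes. Yet *S100a9*, a calcium-binding protein of neutrophils, was at 110.3 CPM in control replicate 2 and at 8.16, 7.60 and 6.83 CPM in control replicate 1 and *Rest* pKO replicates 1 and 2. The neutrophil genes had a mean log2 deviation of −0.43 in *Rest* pKO replicate 1, above the −0.60 of control replicate 1. Without control replicate 2 the neutrophil list did not pass (camera, adjusted p = 0.169). Without *Rest* pKO replicate 1 the macrophage list did not pass (camera, adjusted p = 0.146). With sex as a term, edgeR called 5 macrophage, 6 erythroid and 7 neutrophil genes lower.

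**Figure D1:**
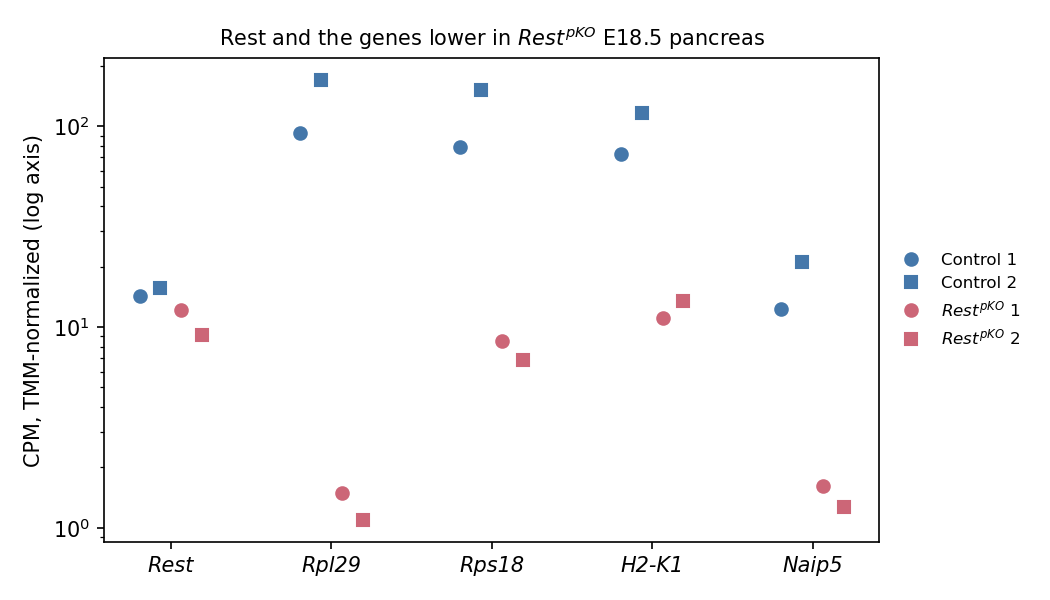
CPM (log scale) of *Rest* and of *Rpl29*, *Rps18*, *H2-K1* and *Naip5*, each point 1 library, 2 controls and 2 *Rest* pKO. In each gene both *Rest* pKO libraries lie below both controls, with means of 131 and 1.29 CPM for *Rpl29*.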

We identified 484 down-regulated and 259 up-regulated genes in *Rest*^pKO^ E18.5 embryonic pancreas (adjusted *P* < 0.05) (Supplemental Table S4). 

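The copy of Supplemental Table S5 read here lists 106 genes as REST-bound and changed, fewer than the paper's shares of bound genes imply, and its tallies hold for those genes only. Of the 105 that could be tested, 59 had a log2 fold change above 0 (median 0.88) and 46 one below 0 (median −0.61). *Disp2*, a membrane protein of the dispatched family, was at 19.5 ± 3.67 CPM in controls and 42.6 ± 4.11 CPM in *Rest* pKO (SD, n = 2 each). Its log2 fold change was 1.13 (standard error 0.21; adjusted p = 0.349 from edgeR and 0.00676 from DESeq2). *Bex2*, a gene of the brain-expressed X-linked family, was at 30.0 ± 2.20 and 58.9 ± 6.69 CPM (log2 fold change 0.97, standard error 0.18; adjusted p = 0.349 from edgeR and 0.0125 from DESeq2). *Unc5a*, a netrin receptor, went the other way, at 8.77 ± 0.138 CPM in controls and 2.09 ± 0.449 CPM in *Rest* pKO (log2 fold change −2.06, standard error 0.29; adjusted p = 0.349 from edgeR and 0.000818 from DESeq2). These genes lie on chromosome 2 from 118605455 to 118637029, chromosome X from 132601103 to 132602775 and chromosome 13 from 55050772 to 55107379.
In 53 of the 105 genes both *Rest* pKO libraries lay above both controls, in 39 both lay below, and in 13 the groups overlapped. Among all genes tested 21.5% lay above and 21.2% below in this way, and chance alone gives 16.7% each. By edgeR none of the 105 rose and *H2-K1* alone fell, while 79 were at an unadjusted p under 0.05. DESeq2 called 7 of them higher and 2 lower, and edgeR with sex as a term called 13 higher and 8 lower. Adjusted over the list alone, 41 rose and 27 fell, which is not independent evidence of direction, since the paper chose these genes for their change in this experiment. The share of REST-bound genes among all genes tested was not analysed here.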

We found that 29.8% of up-regulated genes were bound by REST (Fisher *P* < 10^−4^, relative to 15,548 expressed genes), whereas only 9.8% of down-regulated genes were bound, a similar frequency as all expressed genes (11.2%; Fisher *P* = 0.81) (Fig. 3C; Supplemental Table S5). This was consistent with the notion that the *Rest*^pKO^ phenotype reflects a transcriptional repressor function of REST in the developing pancreas.

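Known REST targets outside the pancreas could be followed in the same libraries. Of 37 neuronal genes with an RE1 element, the DNA sequence that REST binds, listed from textbook knowledge, 33 were tested. Of these, 29 had a log2 fold change above 0 and 4 one below 0, with a median of 0.63. *Chga*, which encodes the granule protein chromogranin A, was at 138 ± 25.7 CPM in controls and 339.6 ± 36.4 CPM in *Rest* pKO (SD, n = 2 each). The log2 fold change was 1.30 (standard error 0.21; adjusted p = 0.349 from edgeR and 3.12e-05 from DESeq2). *Chgb*, chromogranin B, was at 82.3 ± 29.0 and 214 ± 54.2 CPM (log2 fold change 1.38, standard error 0.29; adjusted p = 0.357 from edgeR and 0.0015 from DESeq2). *Tubb3*, a neuronal beta tubulin, was at 3.13 ± 0.136 and 7.41 ± 1.37 CPM (log2 fold change 1.24, standard error 0.29; adjusted p = 0.383 from edgeR and 0.159 from DESeq2). *Chga* lies on chromosome 12 from 103793179 to 103803237.
The list as a whole lay higher than other genes (camera, adjusted p = 2.3e-09; adjusted p = 0.386 with an estimated correlation). None of its members passed alone in edgeR, DESeq2 called 3 of 36 higher, edgeR with sex as a term 3 of 33, 10 were higher and 2 lower at an unadjusted p under 0.05, and 7 rose and 1 fell when adjusted over the list alone. Of the 33 genes, 7 also stand in the lists of islet genes. Genes of neurons and Schwann cells, the glia of peripheral nerve, lay higher as well. All 11 tested were above 0, with a median of 0.79 (camera, adjusted p = 5.51e-05; adjusted p = 0.386 with an estimated correlation), 2 of them at an unadjusted p under 0.05. None passed alone in edgeR, DESeq2 or when adjusted over the list alone. *S100b*, a Schwann cell protein, was at 4.32 ± 1.12 and 8.33 ± 1.29 CPM (log2 fold change 0.95; adjusted p = 0.463 from edgeR and 0.442 from DESeq2). From a share of REST-bound genes above that of all expressed genes among those that went up, and one similar to it among those that went down, the paper proposes that the phenotype of *Rest* pKO embryos reflects a repressor function of REST.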

REST binds to distal and proximal genomic sites, both of which are likely to harbor functional relevance. However, up-regulated genes in *Rest*^pKO^ were most strongly enriched among genes with promoter-proximal REST binding (Fisher *P* < 10^4^) (Fig. 3D), which was also observed in early experiments that examined dominant negative inhibition of REST in mouse ESCs (Johnson et al. 2008) Furthermore, REST-bound up-regulated genes were enriched in Polycomb-repressed chromatin in pancreatic progenitors (odds ratio = 3.61, Fisher *P* = 7 × 10^−4^ for up-regulated REST-bound genes; odds ratio = 1.12, *P* = 0.75 for down-regulated REST-bound genes; both calculated relative to H3K27me3-enriched genes in PDX1+ E10.5 pancreatic progenitors as defined by van Arensbergen et al. 2010) (Fig. 3E).

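The positions of REST peaks that the paper gives were set beside the counts of genes named here, some of which were chosen for their change. The distances are the paper's, from the first 1997 of the 2299 rows of Supplemental Table S1, and the paper sets the limit of a proximal site at 5 kb. *Cplx2*, a complexin that acts in exocytosis, has a peak 401 bp from its start, and was at 28.2 ± 2.26 CPM in controls and 51.8 ± 6.11 CPM in *Rest* pKO (SD, n = 2 each). This is a log2 fold change of 0.88 (standard error 0.19; adjusted p = 0.357 from edgeR and 0.0469 from DESeq2). *Pcsk2*, a convertase that processes proinsulin and proglucagon, has one at 793 bp, and was at 107 ± 26.4 and 207 ± 29.8 CPM (log2 fold change 0.94, standard error 0.23; adjusted p = 0.396 from edgeR and 0.0261 from DESeq2). *Scg3*, a secretogranin, has one at 51 bp (log2 fold change 0.66, standard error 0.26; adjusted p = 0.535 from edgeR and 0.480 from DESeq2). *Mapk8ip2*, a scaffold of the JNK pathway, has one at −423 bp (log2 fold change 0.89, standard error 0.31; adjusted p = 0.495 from edgeR and 0.757 from DESeq2). *Snap25*, a SNARE protein of exocytosis with a peak at 845 bp, had a log2 fold change of 0.85 (standard error 0.45), and its libraries overlapped between genotypes. *Chga*, *Disp2*, *Chgb* and *Bex2* have peaks at 258, 25, 574 and 969 bp. Further peaks lie at −4272 bp for *Chga*, −116862 bp for *Cplx2* and −338759, −94297 and −9474 bp for *Pcsk2*. *Mapk8ip1*, with peaks at −128 and 11412 bp, overlapped between genotypes. *Neurog3* and *Gp2*, higher in both *Rest* pKO libraries than in both controls, have their peaks at 5123 and 102845 bp.
Among genes lower in both *Rest* pKO libraries than in both controls, *Rest* itself has peaks at 352 and 22609 bp and *Onecut1* at 6634 and −326771 bp. *H2-K1*, *Slc4a1*, *Naip5* and *Cbfa2t3* have theirs at 27503, −28175, 35562 and −38174 bp. *Cbfa2t3*, a corepressor, was at 40.3 ± 1.55 and 28.0 ± 5.81 CPM (log2 fold change −0.53, standard error 0.21; adjusted p = 0.528 from edgeR and 0.691 from DESeq2). No enrichment over all bound genes was computed, because the peak table was read in part.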

Consistent with the increase in endocrine cells in *Rest*^pKO^ pancreas, genes that were up-regulated, as well as pancreas REST-bound genes at large, showed a strong enrichment in pancreatic endocrine annotations, including insulin secretion and processing, glucose homeostasis, and endocrine pancreas development (Fig. 3F,G; Supplemental Tables S6, S7). 

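Genes of islet hormones, secretory granules and beta-cell function lay higher on average in both *Rest* pKO libraries than in both controls. *Ins1* and *Ins2*, which encode insulin, were at 489 ± 79.0 and 872 ± 193 CPM in controls and at 1298 ± 315 and 2046 ± 889 CPM in *Rest* pKO (SD, n = 2 each). Their log2 fold changes were 1.41 (standard error 0.26; adjusted p = 0.349 from edgeR and 1.52e-05 from DESeq2) and 1.23 (standard error 0.34; adjusted p = 0.424 from edgeR and 0.00776 from DESeq2). All 8 islet hormone genes tested had a log2 fold change above 0, with a median of 0.84. Among them were *Ghrl* (ghrelin, 1.10), *Iapp* (islet amyloid polypeptide, 0.93), *Gcg* (glucagon, 0.72), *Sst* (somatostatin, 0.72), *Pyy* (peptide YY, 0.74) and *Ppy* (pancreatic polypeptide, 0.45), whose libraries overlapped between genotypes. Of 29 genes of dense-core granules and regulated exocytosis 28 were above 0 (median 0.57), and of 18 genes of beta-cell glucose sensing and function 17 were (median 0.56). *Syt13*, a synaptotagmin, was at 36.7 ± 4.37 and 68.8 ± 3.20 CPM (log2 fold change 0.91, standard error 0.18; adjusted p = 0.357 from edgeR and 0.0223 from DESeq2). *Kcnk16*, a potassium channel of beta cells, and *G6pc2*, an islet glucose-6-phosphatase, had log2 fold changes of 1.30 and 1.11 (adjusted p = 0.349 and 0.357 from edgeR, 0.00209 and 0.0108 from DESeq2). *Ins1* lies on chromosome 19 from 52338813 to 52339946 and *Ins2* on chromosome 7 from 149864561 to 149885415.
Camera placed these lists above other genes at adjusted p = 6.03e-11 (hormones), 9.58e-15 (granules) and 4.53e-11 (beta-cell function), each at adjusted p = 0.386 with an estimated correlation. No gene of these lists passed alone in edgeR, while DESeq2 called 4, 5 and 2 higher, and edgeR with sex as a term 4, 5 and 3. At an unadjusted p under 0.05 there were 6 higher hormone, 12 granule and 9 beta-cell function genes and no lower ones. Adjusted over the list alone, 5, 6 and 6 rose. A set of 41 genes, written from memory after the beta-cell set of the hallmark collection, lay higher, with 33 members above 0 and a median of 0.29 (camera, adjusted p = 1.14e-10; adjusted p = 0.386 with an estimated correlation). It shares many members with the other islet lists, among them *Ins1*, *Ins2*, *Gcg*, *Sst*, *Iapp*, *Chga*, *Pcsk2*, *G6pc2* and *Syt13*. Its result is therefore not independent of theirs. At an unadjusted p under 0.05 there were 15 higher ones, of which edgeR called none and DESeq2 7 over all genes, edgeR with sex as a term 9, and edgeR 10 when adjusted over the list alone. All 7 alpha-cell genes were above 0, with a median of 0.51 (camera, adjusted p = 0.00514; adjusted p = 0.458 with an estimated correlation). Of these, 1 was at an unadjusted p under 0.05, and none rose in edgeR, in DESeq2 or when adjusted over the list alone.
Of 20 transcription factors of endocrine progenitors and islets, 16 were above 0 and 4 below, with a median of 0.26 (camera, adjusted p = 0.00958; adjusted p = 0.622 with an estimated correlation). At an unadjusted p under 0.05, 4 were higher and 1 lower, and none passed in edgeR or DESeq2 over all genes, or in edgeR adjusted over the list alone. Without *Rest* pKO replicate 1 the median of this list was −0.05, with 9 members above 0 and 11 below. *Neurog3*, the master regulator of endocrine commitment, was at 10.3 ± 1.81 and 16.5 ± 1.38 CPM (log2 fold change 0.68, standard error 0.22; adjusted p = 0.480 from edgeR and 0.554 from DESeq2). *St18* had a log2 fold change of 0.67. The exocrine lists did not pass with edgeR on all 4 libraries. Of 37 acinar genes 27 were above 0, with a median of 0.07 (camera, adjusted p = 0.0965, and 0.664 with an estimated correlation). The list passed as higher on DESeq2's statistics (camera with the preset correlation, adjusted p = 0.0129). Its median was 0.30 without *Rest* pKO replicate 1 and 0.21 without control replicate 1. Of 21 genes of ducts and bipotent progenitors 11 were above 0 (median 0.04, mean −0.04; camera, adjusted p = 0.837). At an unadjusted p under 0.05 there were 2 higher acinar genes, no lower one and no duct gene, and none was called by edgeR or DESeq2. Nerve and Schwann cell genes lay higher in the same libraries, as given above. In camera, the transcription factors did not pass without *Rest* pKO replicate 1 (adjusted p = 0.795) or control replicate 2 (adjusted p = 0.169). The alpha-cell genes did not pass camera without *Rest* pKO replicate 2 (adjusted p = 0.0554) or control replicate 2 (adjusted p = 0.171).

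**Figure D2:**
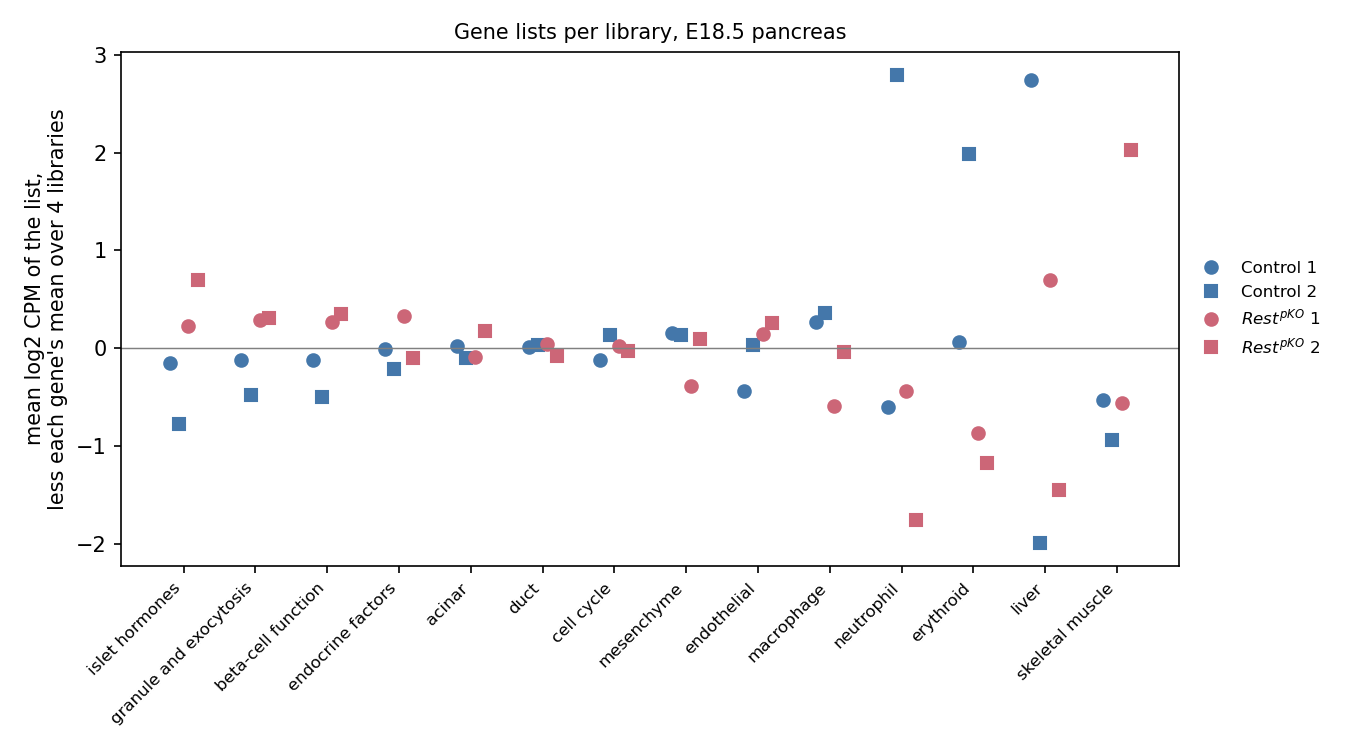
Mean log2 deviation of each gene list from the mean of the 4 libraries, each point 1 library. The hormone genes sit at −0.15 and −0.78 in control replicates 1 and 2 and at 0.23 and 0.70 in *Rest* pKO replicates 1 and 2, and the endocrine transcription factors at −0.01, −0.21, 0.33 and −0.10.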

Closer inspection of individual loci disclosed the location of REST-bound regions at important regulators of pancreatic differentiation (*Neurog3*, *Neurod1*, *Insm1*, *Hnf4a*, *Onecut1*, *Pax4*, *Glis3*, and *Hnf1a*), insulin biosynthesis or exocytosis (*Pcsk1*, *Pcsk2*, *Scg3*, *Snap25*, and *Syt7*), as well as endocrine cell growth (*Bid*, *Mapk8IP1*, *Mapk10*, and *Mapk11*) (Fig. 3H; Supplemental Table S3). Regions bound by REST in embryonic pancreas but not in neural or even embryonic stem cells included genes previously associated with pancreatic differentiation and function such as *Isl1* (Ahlgren et al. 1997), *Prox1* (Paul et al. 2016), or *Cdh13* (Supplemental Fig. S5; Tyrberg et al. 2011). 

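The 5 genes that the paper names as positive regulators of the cell cycle, *Cdk5r2*, *Cdk2ap1*, *Ccnd1*, *Mapk3* and *Ret*, each had a higher mean count in *Rest* pKO, and none passed in edgeR. Of these, *Cdk5r2* alone stands in the copy of Supplemental Table S5 read here. *Ret*, the receptor tyrosine kinase for GDNF family ligands, was at 8.54 ± 0.805 CPM in controls and 20.2 ± 3.86 CPM in *Rest* pKO (SD, n = 2 each). Its log2 fold change was 1.24 (standard error 0.23; adjusted p = 0.349 from edgeR, 0.00481 from edgeR with sex as a term and 0.0125 from DESeq2). *Cdk5r2*, an activator of CDK5, was counted 8 and 10 times in the controls and 29 and 30 times in *Rest* pKO (log2 fold change 1.45, standard error 0.47; adjusted p = 0.465 from edgeR and 0.824 from DESeq2). *Cdk2ap1*, which binds CDK2, was at 7.87 ± 0.354 and 12.9 ± 0.910 CPM (log2 fold change 0.72, standard error 0.22; adjusted p = 0.457 from edgeR and 0.534 from DESeq2). *Mapk3*, the kinase ERK1, was at 77.7 ± 2.83 and 104 ± 7.70 CPM (log2 fold change 0.42, standard error 0.17; adjusted p = 0.543 from edgeR and 0.747 from DESeq2). *Ccnd1*, cyclin D1, was at 117 ± 12.3 and 152 ± 40.2 CPM, with libraries that overlapped between genotypes (log2 fold change 0.37, standard error 0.23; adjusted p = 0.652 from edgeR and 0.894 from DESeq2). *Ret* lies on chromosome 6 from 118101766 to 118147762.
Genes of S, G2 and M phase lay on both sides. Of 30 tested, 16 were above 0 and 14 below, with a mean of −0.02 (camera, adjusted p = 0.850). *Mki67*, the proliferation marker Ki-67, was at 206 ± 14.2 and 146 ± 4.37 CPM (log2 fold change −0.50, standard error 0.18; adjusted p = 0.495 from edgeR and 0.476 from DESeq2). *Bub1*, a spindle checkpoint kinase, had a log2 fold change of −0.50 (adjusted p = 0.561 from edgeR and 0.828 from DESeq2). At an unadjusted p under 0.05 none of the 30 was higher and 2 were lower, and none was called by edgeR, by DESeq2 or when adjusted over the list alone. These counts come from the whole organ and not from NEUROG3+ cells.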

Given the increased proliferation of NEUROG3+ cells, it was also interesting to note up-regulation of REST-bound positive cell cycle regulators in *Rest*^pKO^, including *Cdk5r2*, *Cdk2ap1*, *Ccnd1*, *Mapk3*, and *Ret* (Supplemental Fig. S5; Supplemental Table S5). These studies, therefore, identified direct target genes through which REST controls pancreatic endocrine differentiation programs.

### Postnatal inactivation of REST

Embryonic duct-like bipotent progenitors express many duct cell markers, as well as progressively lose their progenitor capacity as they mature to differentiated duct cells (Solar et al. 2009; Kopinke et al. 2011; Kopp et al. 2011; Bankaitis et al. 2015) REST expression, however, is maintained as embryonic progenitors transition to adult differentiated ductal cells (Supplemental Fig. S1). We therefore asked whether REST inactivation immediately after birth could increase the capacity for de novo generation of endocrine cells. To this end, we used the *Hnf1b*-CreERT2transgenic line (Solar et al. 2009) to excise the *Rest* LoxP allele in HNF1B+ cells (most of which are duct cells), and also used a Rosa26-LSL-RFP reporter (Luche et al. 2007) to trace the progeny of cells that have undergone *Rest* excision (Fig. 4A). We treated dams of triple transgenic newborns (hereafter called *Rest*^dKO^ Rosa26^RFP^) or *Hnf1b*-CreERT2;Rosa26^RFP^controls with tamoxifen at postnatal days 1 and 3 and then analyzed mice after weaning (Fig. 4B). This showed that the number of insulin+/RFP+ and glucagon+/RFP+ cells was increased 5.3-fold ± 0.5-fold and 6.4-fold ± 1.6-fold (Student's *t*-test *P* < 0.01), respectively, in *Rest*^dKO^ mice relative to *Hnf1b*-CreERT2;Rosa26^RFP^ control mice (Fig. 4C). These results indicate that although the inactivation of REST in embryonic pancreatic progenitors did not result in persistent activation of endocrine progenitor markers throughout adult life, induced inactivation of REST in neonatal pancreas did transiently increase endocrine cell formation.

**Figure 4.**
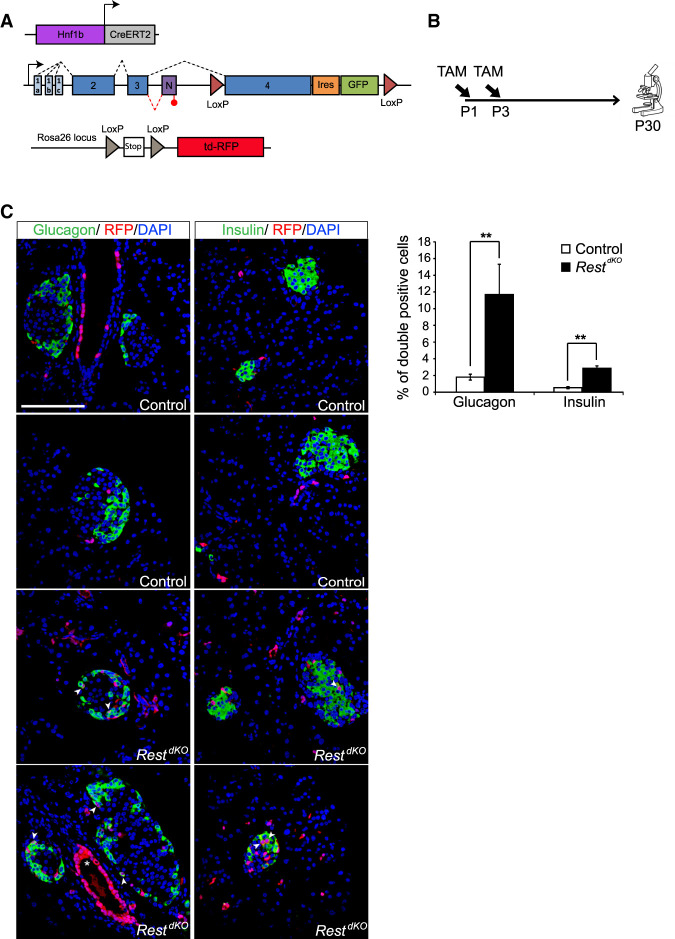
Pancreas-specific inactivation of Rest in neonatal ducts. (*A*) Schematic of genetic models used to inactivate *Rest* and activate RFP expression in duct cells and progeny. *Hnf1b*-CreERT2 is a BAC transgenic that specifically marks duct cells (Solar et al. 2009), as well as non-*Rest*-expressing ∂ cells in reporters that are excised with high efficiency (Rovira et al. 2021), but not other endocrine or acinar cells. (*B*) Schematic of the lineage tracing experiment. Tamoxifen was given to mothers at day 1 (P1) and day 3 (P3) after delivery, and mice were analyzed at P30. *Hnf1b*-CreERT2;Rosa26^RFP^ control mice were also treated. (*C*) Representative images of double-positive RFP (red) and insulin (green) cells and of double-positive RFP (red) and glucagon (green) cells in *Rest*^dKO^ and control mice. The graph shows RFP-expressing glucagon and insulin cells in *Rest*^dKO^ versus control mice. *n* = 5–6 mice per each group. Arrowheads indicate double-positive cells, and an asterisk marks examples of cells in a duct, which were very efficiently labelled. Scale bar, 100 µm. Error bars are SEM. Student's *t*-test; (**) *P* < 0.01.

In contrast, REST inactivation in pancreatic duct cells from 12 wk olds using the same lineage tracing model did not lead to significantly increased number of insulin+/RFP+ cells 4 wk after induction (2.54% ± 0.33% in *Rest*^dKO^ Rosa26^RFP^ vs. 1.96% ± 0.49% in control mice; Student's *t*-test, *P* = 0.177) (Supplemental Fig. S6). Thus, although REST retains an essential function to suppress endocrine cell formation in early postnatal periods, this role subsides in adult mice, consistent with a more limited differentiation potency of mature duct cells.

### Chemical inhibition of REST in zebrafish

Encouraged by the observation that inactivation of REST in early postnatal duct cells increased the de novo generation of endocrine cells, we explored whether similar effects could be extended to other model systems using chemical inhibition of REST. We used X5050, recently identified in a high-throughput screen to inhibit REST by protein destabilization (Charbord et al. 2013).

To study REST function in zebrafish, we used a double transgenic line in which glucagon- and insulin-expressing cells show green and red fluorescence, respectively (*Ins:mcherry/Gcga:gfp*). We treated zebrafish embryos at 3 dpf with X5050 for 3 d or with the Notch inhibitor DAPT as a positive control (Parsons et al. 2009), and at 6 dpf, we dissected the pancreas to quantify secondary islet formation as a readout for endocrine cell differentiation. Secondary islets are normally apparent in ∼10% of control larvae at 5 dpf, and this percentage increases gradually thereafter (Parsons et al. 2009). Compared with DMSO controls, X5050-treated 6-dpf embryos displayed a dose-dependent increase in secondary islet formation (5 µM and 50 µM: 2.2-fold ± 0.4-fold and 3.5-fold ± 0.1-fold increase; SD, Student's *t*-test *P* < 0.05 and *P* < 0.01, respectively), which was comparable with 50 µM DAPT (4.2-fold ± 0.4-fold, *P* < 0.01) (Fig. 5A). These results suggest that REST regulation of pancreatic endocrine differentiation is conserved in zebrafish and that this process can be manipulated through chemical inhibition.

**Figure 5.**
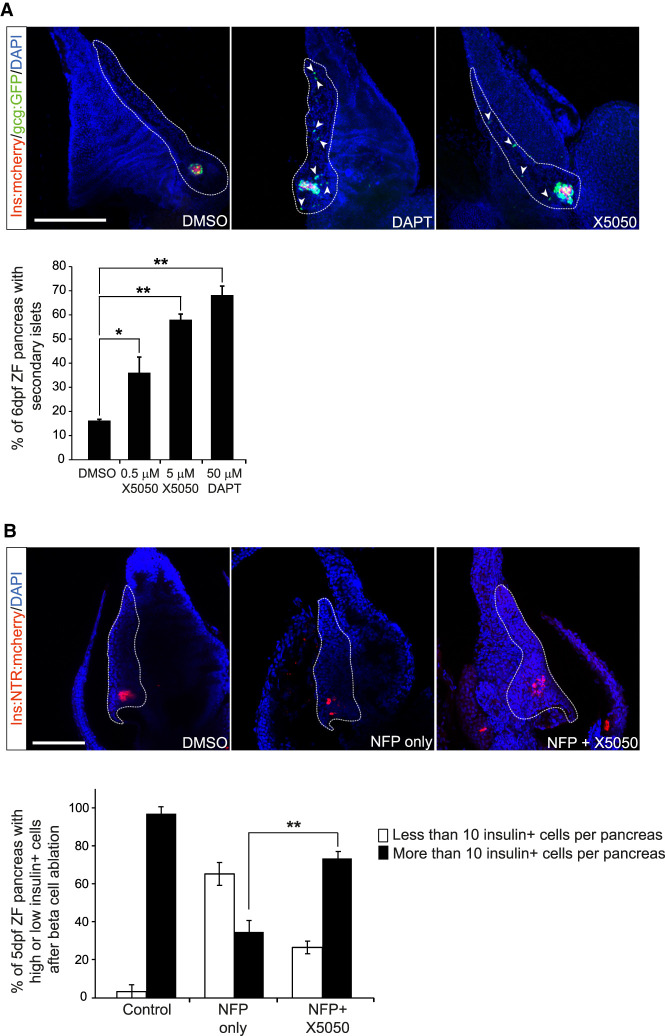
REST regulation of endocrine differentiation is conserved in zebrafish. (*A*) Embryos of *Ins:mCherry/Gcga:GFP* double-transgenic zebrafish line treated with 50 µM DAPT (Notch inhibitor used as positive control), 0.5 or 5 µM X5050, or vehicle (DMSO, negative control) from 3 dpf until 6 dpf. After drug treatment at 6 dpf, zebrafish pancreas was dissected, and the presence or absence of secondary islets was quantified. Arrows show representative secondary islets of double-transgenic zebrafish embryos (*Ins:mCherry/Gcga:GFP*; [blue] DAPI). The graph shows the percentage of zebrafish with detectable secondary islets in each condition. *n* = 20–25 fish per each condition. (*B*) An *Ins:NTR-mCherry* line was used to selectively ablate β cells upon treatment with 5 µM nifurpirinol (NFP) (Pisharath et al. 2007; Bergemann et al. 2018) in 3-dpf embryos; 24 h later after complete β-cell ablation of the principal islet, embryos were exposed to 5 µM ×5050 or vehicle, and β cells were analyzed 36 h later. Representative images of β-cell regeneration in *Ins:NTR-mCherry* embryos treated with vehicle (DMSO), with NFP only, or with NFP and X5050. (Red) Insulin, (blue) DAPI. The graph shows the percentage of pancreas showing >10 insulin-expressing cells in every condition. *n* = 32–36 fish per each condition. Scale bars, 200 µm. Error bars are SEM. (**) *P* < 0.01, (*) *P* < 0.05, χ^2^ test.

We next investigated whether REST inhibition could accelerate β-cell neogenesis after β ablation with nifurpirinol (NFP), using *Ins:NTR-mcherry* transgenic zebrafish (Bergemann et al. 2018). In this model, 3-dpf embryos are treated with NFP, causing ablation of >95% of β cells in 24 h and full recovery of β-cell mass in 48–72 h (Bergemann et al. 2018). We note that at 3 dpf, all β cells form part of principal islets. After washing NFP, we ascertained complete β-cell ablation with a stereomicroscope and then treated embryos with X5050 or vehicle, and 36 h later, we examined which embryos had recovered >10 β cells, a threshold that enables unequivocal distinction from complete ablation. We observed that 73.4% ± 3.3% of X5050-treated embryos showed >10 insulin-positive cells in the principal islet, whereas this was only seen in 34.7% ± 6.1% of controls (mean and SD of 34–38 embryos in each group, χ^2^ test, *P* < 0.01) (Fig. 5B). Thus, REST inhibition promoted β-cell formation in a zebrafish embryo regeneration model.

### REST inhibition in human organoids

We next explored the impact of REST manipulation in human cells. We first validated that 24-h treatment of an immortalized duct cell line (PANC-1) with X5050 caused an ∼50% reduction of REST full-length protein, as well as a relative increase in the REST4 isoform, as previously described (Fig. 6A; Charbord et al. 2013). Next, we studied ex vivo organoid cultures from human adult ducts isolated from the exocrine fraction of the pancreas of cadaveric donors. Organoids were generated and expanded as previously described (Boj et al. 2015), and experiments were performed at passages 3–4 (Fig. 6B). Currently, the efficiency of endocrine differentiation from published ex vivo pancreas organoid protocols is still limited (Huch et al. 2013; Boj et al. 2015; Loomans et al. 2018). We thus investigated if REST inhibition in pancreatic human organoids could promote the activation of pancreatic endocrine lineage genes. We treated human organoids with X5050 for 48 h and observed only rare endocrine cells in treated and nontreated organoids. However, X5050-treated organoids showed induction of *INS*, *NEUROG3*, and *PDX1* mRNA levels (2.27-fold ± 0.43-fold, 3.18-fold ± 1.06-fold, and 2.18-fold ± 0.54-fold increased vs. DMSO, respectively; SD, Student's *t*-test, *P* < 0.01), whereas the duct cell marker *SOX9* mRNA did not change (Fig. 6B). These results therefore show that chemical interference of REST in adult human pancreas organoids did not lead to β-cell formation, consistent with genetic findings in adult mice, although it induced the transcription of endocrine genes.

**Figure 6.**
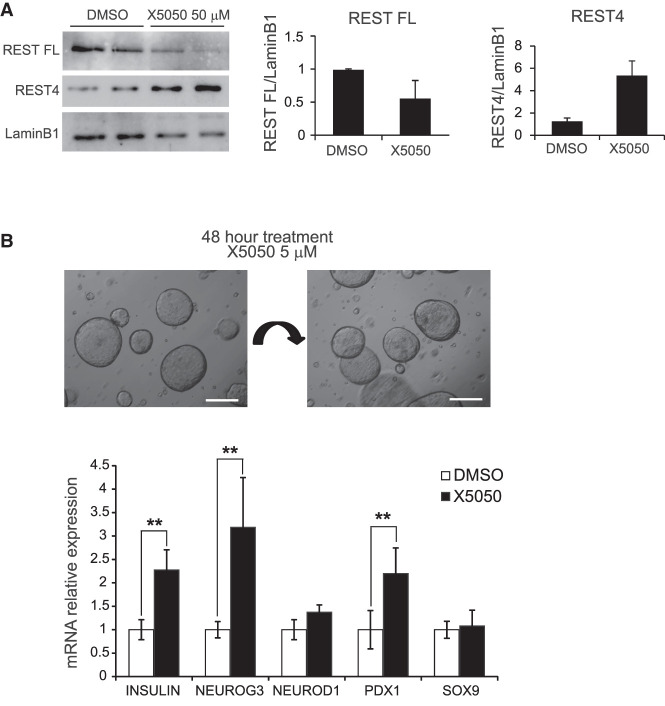
REST chemical inhibition in human pancreatic organoids. (*A*) Western blot analysis of REST FL (full-length) and REST4 protein levels in PANC1 cells treated with X5050 50 µM or DMSO (control). (Lamin B1) Loading control. Bar plot shows the quantification of the Western blot for REST. (*B*) Human organoids generated from pancreatic exocrine fractions from two cadaveric donors were treated at passage 3 for 48 h with 5 µM X5050 or DMSO (control vehicle). qPCR analysis of mRNA for indicated genes, relative to TBP. Scale bars, 200 µm. Error bars are SD. Student's *t*-test, (**) *P* < 0.01.

## Discussion

Despite early suggestions that REST could be important for pancreatic endocrine differentiation during embryonic development (Martin et al. 2008, 2012; van Arensbergen et al. 2010), conditional ablation of *Rest* in the mouse pancreas unexpectedly showed modest gene expression differences and no quantitative changes in endocrine cell formation (Martin et al. 2015). This result clearly did not suggest a major regulatory role in pancreas endocrinogenesis. We have now combined genetic and chemical perturbations to show that REST plays a key evolutionary conserved role to modulate the generation of endocrine cells during pancreas organogenesis. We define for the first time a blueprint of direct REST target genes in the embryonic pancreas that underpin this regulatory function. We further show that the capacity to increase endocrinogenesis upon REST inactivation in duct cells decreases during postnatal life, whereas REST inhibition in human adult pancreas organoids influenced expression of endocrine genes but did not trigger endocrine cell formation. These findings therefore establish REST as an important regulator of endocrinogenesis during embryonic pancreas development.

During pancreas development, a subset of HNF1B+ duct–endocrine bipotent progenitors that form a tubular plexus trigger an endocrine gene program, whereas others give rise to mature ductal cells (Solar et al. 2009; Bankaitis et al. 2015). The mechanisms that underlie this binary lineage choice in a seemingly uniform pool of progenitors is unclear. Our results suggest that REST restrains the frequency with which bipotent progenitors consolidate an endocrine vs. duct fate. On the other hand, the fact that REST deficiency did not cause an en masse conversion of bipotent progenitors into endocrine cells is consistent with the notion that REST is not the sole guardian of endocrine differentiation but instead acts in concert with other positive and negative regulators to define a differentiation probability.

Genetic experiments have indeed revealed numerous transcriptional regulators that promote pancreatic endocrine cell formation, including NKX6-1, NKX2-2, NEUROG3, HNF1B, and INMS1, among others (Sussel et al. 1998; Gradwohl et al. 2000; Osipovich et al. 2014; De Vas et al. 2015). Among DNA binding factors that suppress endocrinogenesis, Hippo-responsive TEAD-YAP complexes are an integral component of pancreatic multipotent progenitor enhancers and plausibly counteract endocrine differentiation by promoting a progenitor transcriptional state (Cebola et al. 2015; Mamidi et al. 2018; Rosado-Olivieri et al. 2019). Notch-responsive transcriptional repressors, notably HES1, bind near endocrine genes, where they are likely to exert direct transcriptional repression (Jensen et al. 2000; de Lichtenberg et al. 2018). An important unsolved question is how REST interplays with such inhibitory and positive regulators at different stages to ensure a timely and balanced generation of endocrine cells.

The inhibitory function of REST has potential implications for efforts to enhance endocrinogenesis in various in vivo or in vitro settings. Current pancreas organoid models are limited because existing protocols largely recapitulate exocrine cell expansion. On the other hand, our experiments showed that REST derepression enhanced endocrinogenesis in embryonic progenitors and even early postnatal pancreas but was clearly less efficient in the adult differentiated pancreas. This may mean that REST restrains endocrine differentiation in progenitors that express positive endocrine regulators and have the appropriate epigenetic competence, whereas mature duct epithelial cells may lack these properties. Nonetheless, the observation that REST inhibition did elicit increased expression of islet endocrine genes in human exocrine organoids, together with the recent observation that it can enhance transcription factor-mediated reprogramming of mouse adult exocrine cells (Elhanani et al. 2020), suggests that REST modulators may form part of an arsenal for future manipulations to promote endocrinogenesis in experimental model systems or replacement therapies.

## Materials and methods

### Mouse models

All experiments were approved by the Institutional Animal Care Committee of the University of Barcelona. Mice with *Rest* exon 4 floxed allele (*Rest*^*LSL*^) (Yamada et al. 2010) were crossed to *Pdx1*-Cre (Gu et al. 2002) or *Hnf1b*-CreERT2 (Solar et al. 2009) and Rosa26-LSL-RFP transgenic lines (Luche et al. 2007). We also generated *Rest*^*LSL*^ mice carrying a different *Pdx1*-Cre transgene (Hingorani et al. 2003) and confirmed increased endocrine cell mass in adult mice as well as increased NEUROG3+ cells at E18.5. To induce recombination in triple transgenics (*Hnf1b-CreERT2;Rosa26RFP;*Rest^LSL^ or *Hnf1b*-CreERT2;Rosa26^RFP^ control mice), 20 mg of tamoxifen (Sigma T5648) was administered by gavage to the mother at days 1 and 3 after delivery. Mice were then sacrificed at 30 d of age. For adults, tamoxifen was given by gavage in three doses (20 mg, 20 mg, and 10 mg) over 1 wk to 8- to 12-wk-old mice, and mice were analyzed 4 wk later. Oligonucleotides used for genotyping are in Supplemental Table S8.

### Dissociation and FACS analysis of pancreatic cells

Adult and E18.5 mouse pancreas from *Sox9*-eGFP transgenics (Gong et al. 2003) were digested in 1.4 mg/mL collagenase-P (Roche) for 20–30 min at 37°C. Peripheral acinar-ductal units, depleted of endocrine islets, were prepared as previously described (Wang et al. 2013). Tissue was filtered through 600-μm and 100-μm polypropylene meshes (BD), and peripheral acinar-ductal units were further dissociated in diluted TrypLE (Invitrogen) for 5 min at 37°C. Dispersed cells were filtered through a 40-μm polypropylene mesh (BD) before FACS sorting.

### Immunoblots

Nuclear extracts were prepared as previously described (Maestro et al. 2003) and separated on a 7% SDS-PAGE gel and transferred to an Immobilon polyvinylidene difluoride membrane (Millipore). Immunodetection was performed with mouse 12C11 anti-REST (1:1000) or rabbit anti-LaminB1 (1:2000; Cell Signaling). Quantification was performed with ImageJ-Fiji.

### RNA analysis

RNA was isolated using the RNeasy minikit (Qiagen) or TRIzol followed by DNase I treatment (Invitrogen). RNA was reverse-transcribed with SuperScript III reverse transcriptase (Roche) and random hexamers, and qPCR was performed on a 7900 real-time PCR system (Applied Biosystems) using Power SYBR green (Applied Biosystems). Oligonucleotides are shown in Supplemental Table S8.

### RNA-seq

DNase-treated RNA (RIN > 8) was generated from three E18.5 pancreas for each genotype and used for 100-bp paired-end read Illumina sequencing. Reads were aligned to the NCBI36/mm9 genome using STAR (v2.3.0) (Dobin et al. 2013) with default parameters, allowing only uniquely mapped reads. The resulting bam files were used to quantify gene expression using FeatureCounts (v1.5) using UCSC mm9 reference gene annotations. Differential expression analysis was performed using DESeq2 (Love et al. 2014) using an adjusted *P*-value < 0.05 cutoff.

### ChIP-seq

ChIPs were from dissected E13.5 pancreatic buds and were performed as described by van Arensbergen et al. (2010, 2013).

ChIP DNA (1–2 ng) from two independent pools of E13.5 pancreas were used for ChIP sequencing of single-end 50-bp reads. Reads were aligned to NCBI36/mm9 genome using Bowtie2 (v2.2.5) allowing for one mismatch. Bam files were filtered to retain reads with a MAPQ ≥ 10. Bam files from biological replicates were pooled using samtools, and peaks were called using MACS2 (v2.1.0) using default parameters. Input DNA was used to define significant peaks at a false detection rate of <0.05.

### Functional gene annotations

GSEA was performed in preranked lists and analyzed with 1000 permutations. Differentially expressed genes were functionally annotated using Gorilla (Eden et al. 2009), and REVIGO (Supek et al. 2011) was used to visualize most significant terms in each GO cluster.

### ATAC-seq profiles around transcription factor binding sites

To plot ATAC-seq profiles around transcription factor binding sites (TFBSs), we conducted footprinting with HINT from the RGT library (v0.13.1) (Li et al. 2019). An ATAC-seq model and paired-end data were specified for tool execution, using aligned read BAM files and ATAC-seq peaks in BED format. Once footprints were called, overlapping TFBSs were found using the RGT-matching motif tool and the complete JASPAR motifs database. For REST (MA0138.2), we selected only footprints overlapping a REST ChIP-seq peak using ChIPpeakAnno (v3.18.1), GenomicRanges (v1.36.0), and Bioconductor (v3.9.0) R (v3.6.3) and lifting to mm10. Normalized ATAC-seq profiles around TFBSs of interest were generated with HINT for a 500-bp window size, enabling ATAC-seq bias correction.

### REST binding enrichment in differentially expressed genes

Genomic regions were associated with genes using GREAT v3.0, applying default parameters to the basal plus extension association rule (McLean et al. 2010). Proximal and distal REST-bound regions were defined as <5 kb or >5 kb from the transcriptional start sites, respectively. REST-bound genes were annotated based on H3K27me3 enrichment (van Arensbergen et al. 2010).

### Motif analysis

De novo and known motifs of REST-bound regions were analyzed with HOMER, using a 500-bp window centered on the REST peak.

### Immunolocalization methods

Paraffin-embedded pancreas were processed for immunolocalization as described by Maestro et al. (2003). Whole-mount staining of E18.5 pancreas was performed as previously described (Ahnfelt-Rønne et al. 2007) without TSA amplification. For β-cell mass measurements in 3-mo-old mice, 4-µm sections were obtained at 150-µm intervals, and 21–24 sections per pancreas were analyzed by immunofluorescence for insulin and DAPI. Images were taken by automated capturing and reconstruction of 10 × 10 frames using a Leica SP confocal microscope. Insulin-positive and total tissue areas (measured by DAPI saturation) were determined by ImageJ. Islet size distribution was quantified with an automated ImageJ plugin. Antibodies are shown in Supplemental Table S9.

### Human organoid culture

Human exocrine tissue, obtained from the discarded fraction after human islet purifications from cadaveric organ donors (Gmyr et al. 2000), was used only if islets were insufficient for clinical transplantation and if scientific research was granted according to national French regulations. Ethical approval for processing pancreatic samples from deidentified organ donors was granted by the Clinical Research Ethics Committee of Hospital Clinic de Barcelona (HCB/2014/0926 and HCB/2014/1151).

Tissues were minced and digested with 5 mg/mL collagenase II (Gibco) in human complete medium for 30 min to 1 h at 37°C. The material was further digested with TrypLE (Gibco) for 5 min at 37°C, embedded in GFR Matrigel (Kerr Conte et al. 1996), and cultured in human organoid expansion medium (Boj et al. 2015). After three passages, we treated organoids with X5050 (Calbiochem) in human complete media for 48 h before RNA analysis.

### Zebrafish studies

*Tg(gcga:GFP), Tg(T2KIns:hmgb1-mcherry)*, and *Tg(ins:NTR-mCherry)* were obtained from Isabelle Mandfroid (University of Liege, Belgium) (Parsons et al. 2009; Bergemann et al. 2018). Double-transgenic *Tg(gcga:GFP)/Tg(T2KIns:hmgb1-mCherry)* embryos were incubated from 3 dpf to 6 dpf at 28°C in the dark in 50 µM DAPT (Tocris) and 0.5 and 5 µM X5050 (Calbiochem) (Charbord et al. 2013) or 1% DMSO in E3 (Parsons et al. 2009). Zebrafish were then fixed overnight in 4% paraformaldehyde; pancreas was dissected for confocal image analysis.

*Tg(Ins:NTR-mCherry)* was used for β-cell ablation studies upon treatment with 5 µM nifurpirinol (NFP) (Bergemann et al. 2018) in 3-dpf embryos. In this model, 24 h after NFP treatment, >95% of the β cells are ablated and β-cell mass recovered in 48–72 h (Parsons et al. 2009; Bergemann et al. 2018). NFP-treated embryos were washed and treated with 5 µM X5050 or DMSO. β-Cell regeneration was analyzed after 36 h. After drug treatment, 5-dpf zebrafish were fixed overnight in 4% paraformaldehyde, and pancreas was dissected for confocal image analysis.

To microdissect pancreas, fixed embryos were placed in PBS on an agarose-lined plate. Then, using pulled capillaries as tools, first the yolk and then the whole foregut were pried away from the embryo. The pancreas was placed islet-down on a coverslip and dried by removing all excess PBS. This coverslip was then mounted onto a microscope slide. Water was introduced under the cover slip to rehydrate the sample.

Confocal Z-series stacks were acquired on a Leica SP5 confocal microscope. Maximum projections were obtained by LAS AF software. To count endocrine cells, we used a double-transgenic line. *Tg(gcga:GFP)* and *Tg(T2KIns:hmgb1-mCherry)*, where glucagon-positive cells were green and insulin-positive cells were red. Upon maximum projections of Z-series of the entire pancreas, the presence or absence of secondary islets was computed.

### Statistics

Statistical analyses were performed using either R or GraphPad Prism 6. Statistical significance was calculated with a Fisher exact test or an unpaired, two-tailed Student's *t*-test with data expressed as mean ± SEM unless otherwise specified. *P*-values < 0.05 were considered significant.

### Data availability

ChIP-seq and RNA-seq data sets are available in GSE179120.

## Supplementary Material

Supplemental Material

# Supplementary material for: REST is a major negative regulator of endocrine differentiation during pancreas organogenesis
**Source:** Genes Dev. 2021 Sep 1;35(17-18):1229–42. doi: 10.1101/gad.348501.121
**Supplement:** Supplemental Material

REST is a major negative regulator of endocrine differentiation during pancreas organogenesis — Supplemental Material 

# REST is a major negative regulator of endocrine differentiation during pancreas organogenesis

## Supplemental Material

- supplemental\_Figures.pdf
- Supplemental\_table1.xlsx
- Supplemental\_table2.xlsx
- Supplemental\_table3.xlsx
- Supplemental\_table4.xlsx
- Supplemental\_table5.xlsx
- Supplemental\_table6.xlsx
- Supplemental\_table7.xlsx
- Supplemental\_table8.xlsx
- Supplemental\_table9.xlsx

# Supplementary material for: REST is a major negative regulator of endocrine differentiation during pancreas organogenesis
**Source:** Genes Dev. 2021 Sep 1;35(17-18):1229–42. doi: 10.1101/gad.348501.121
**Supplement:** Supplemental Material

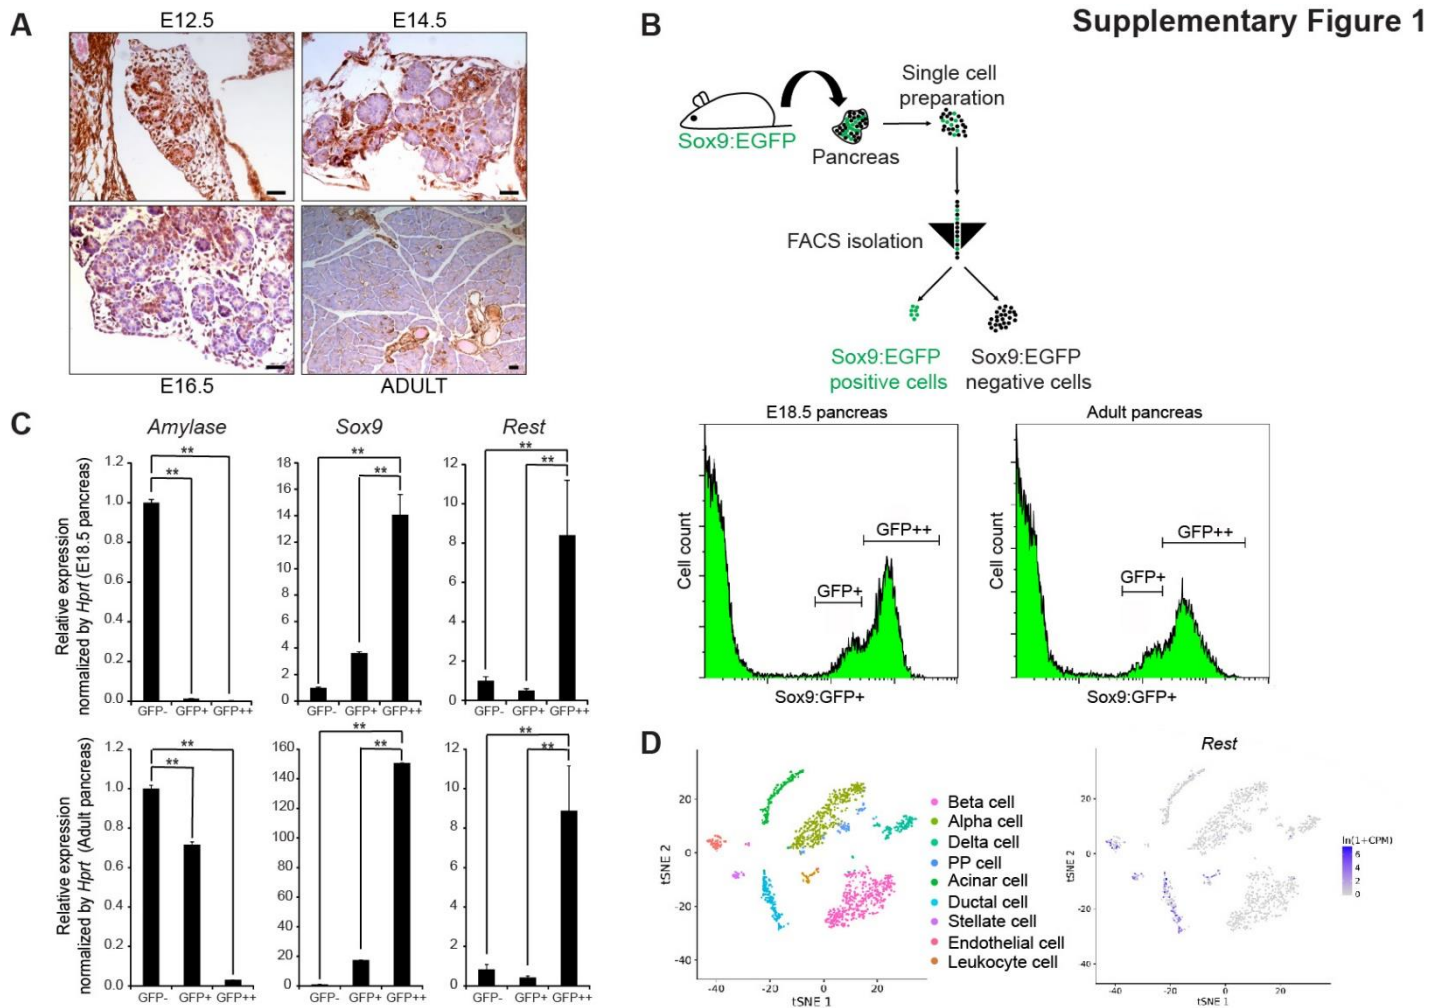

**Supplementary Figure 1. REST expression in the pancreas.** (A) IHC staining to detect REST protein levels during pancreas development (E12.6, E14.5 and E16.5) and adult. Scale bars= 100  $\mu$ m. (B) Schematic of the sorting strategy to isolate ductal cells from E18.5 and adult pancreas from Sox9-GFP transgenic mice (Gong et al. 2003). Representative sorting plots and gating strategy to isolate high (GFP++), low (GFP+) and negative (GFP-) Sox9-GFP expressing cells. (C) qPCR analysis of *Rest* expression levels in FACS isolated ductal cells at E18.5 and adult pancreas, show increased *Rest* mRNA in duct-enriched (Sox9 expressing cells) vs non-duct fractions (mainly acinar cells, *Amylase* expressing cells). (D) Analysis of scRNA-seq datasets (Tabula Muris et al. 2018), show *Rest* expression in adult pancreatic ductal cells and non-epithelial cells, but not in insulin- and glucagon-expressing cells. Error bars are SEM. \*\*  $p \leq 0.01$ .

## Supplementary Figure 2

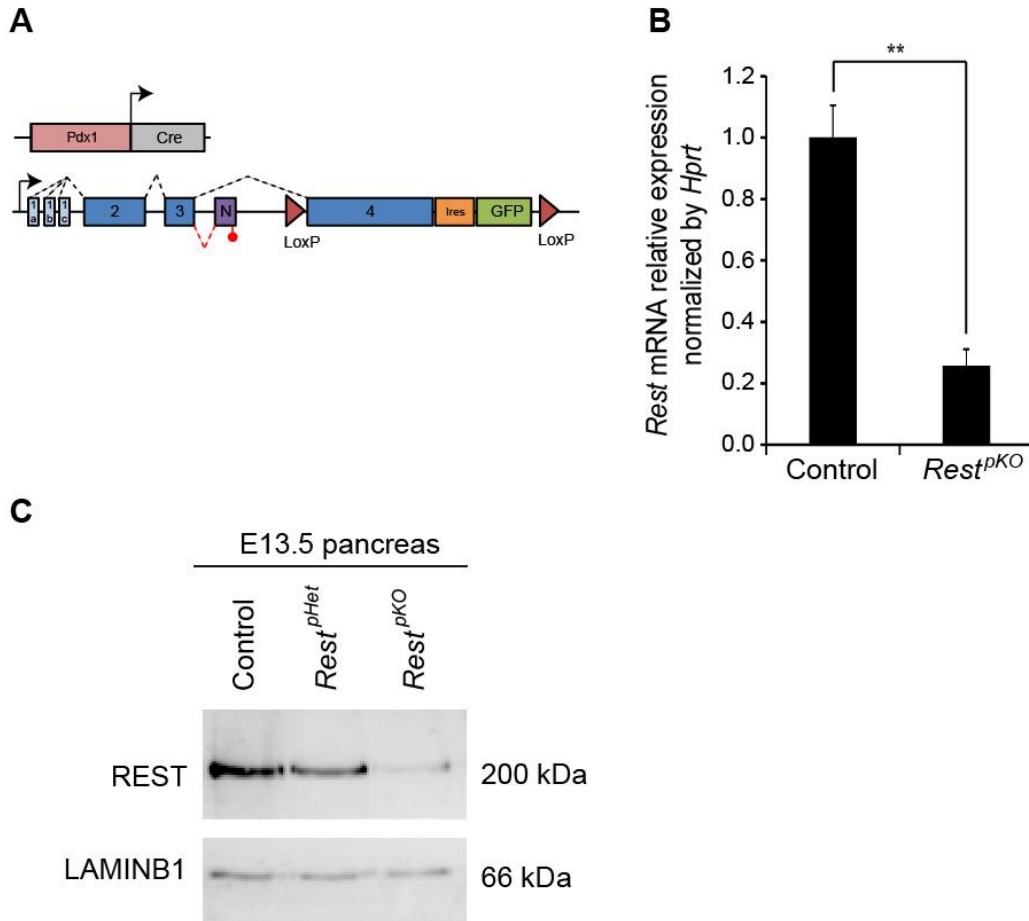

**Supplementary Figure 2. *Rest* pancreatic KO mouse model (*Rest*<sup>pKO</sup>).** (A) Schematic of the two genetic models to delete *Rest* from pancreatic epithelial cells. (B) qPCR analysis of *Rest* mRNA levels in E13.5 pancreas upon deletion. Results are normalized by *Hprt*, *n* = 3 independent embryos in each group. Error bars are SEM. \*\* *p* ≤ 0.01. Note that pancreas contains mesenchymal cells at this stage where excision is not expected. (C) Western blot images of REST protein levels in the pancreas of control, *Rest*<sup>pHet</sup>, carrying heterozygous LoxP allele and Pdx1-Cre, and *Rest*<sup>pKO</sup>. LaminB1 is a loading control.

## Supplementary Figure 3

A

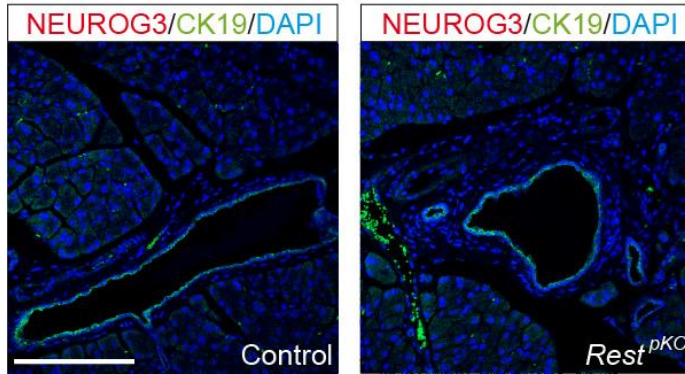

**Supplementary Figure 3. NEUROG3 expression in adult *Rest*<sup>pKO</sup> mice.** Representative immunofluorescence staining for *Neurog3* (red), CK19 (green) and DAPI (blue) in adult pancreas from control and *Rest*<sup>pKO</sup> mice shows absence of NEUROG3 positive cells. These findings indicate that REST-independent inhibitory mechanisms, and or lack of *Neurog3* activating mechanisms, acquire prominence during postnatal life. Scale bars = 200  $\mu$ m.

**A****Supplementary Figure 4**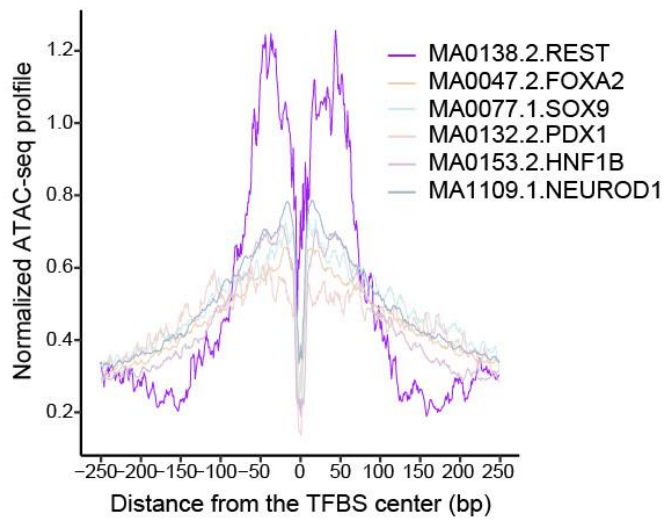

**Supplementary Figure 4.** Integration of REST-bound regions with ATAC-seq profiles from E13.5 pancreas shows a distinct, more narrow chromatin accessibility footprint of REST-bound regions relative to activating transcription factors.

## Supplementary Figure 5

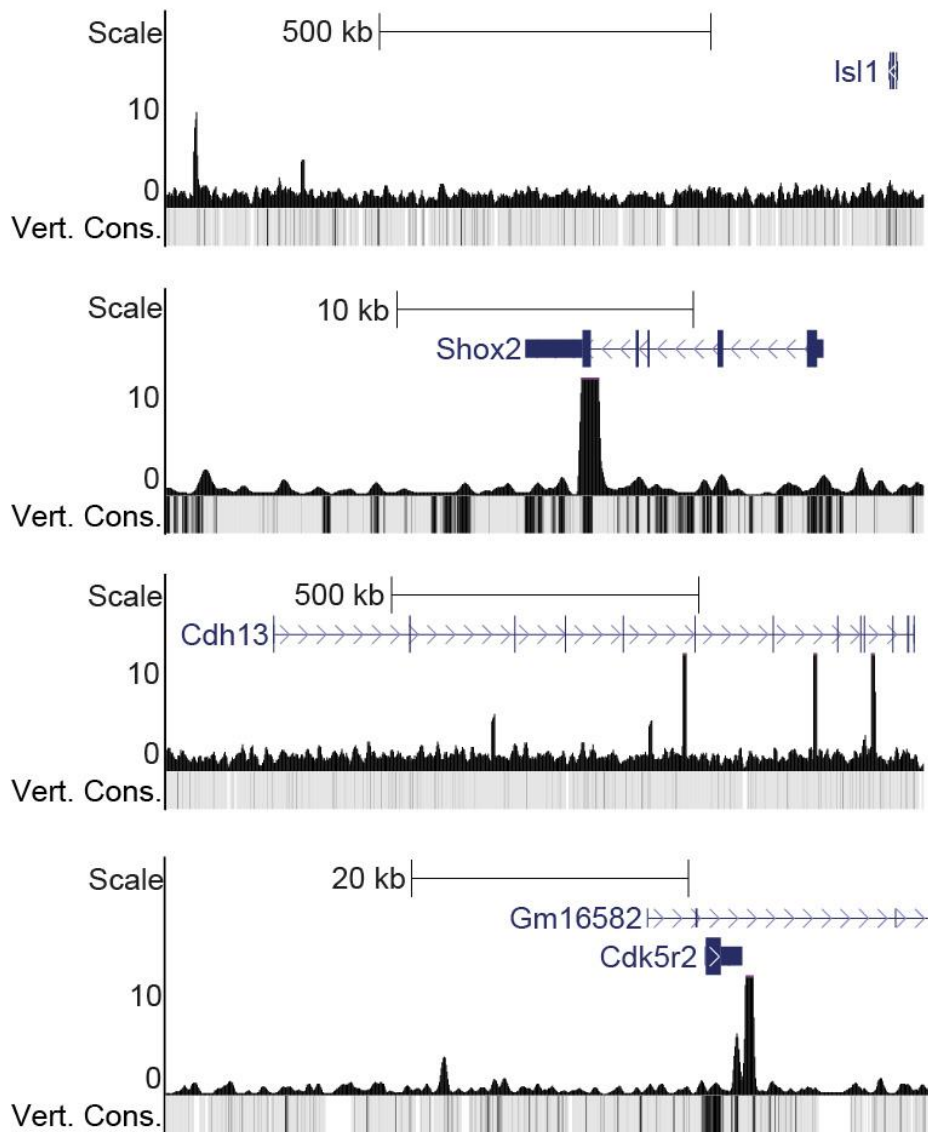

**Supplementary Figure 5.** Representative tracks of regions bound by REST in embryonic pancreas but not in mESC and mNSC datasets examined. Note that the distal binding site in the *ISL1* locus is located in a broad gene-poor region that contains regulatory elements associated with *ISL1*. The Y axes show  $-\log_{10} P$  values.

## Supplementary Figure 6

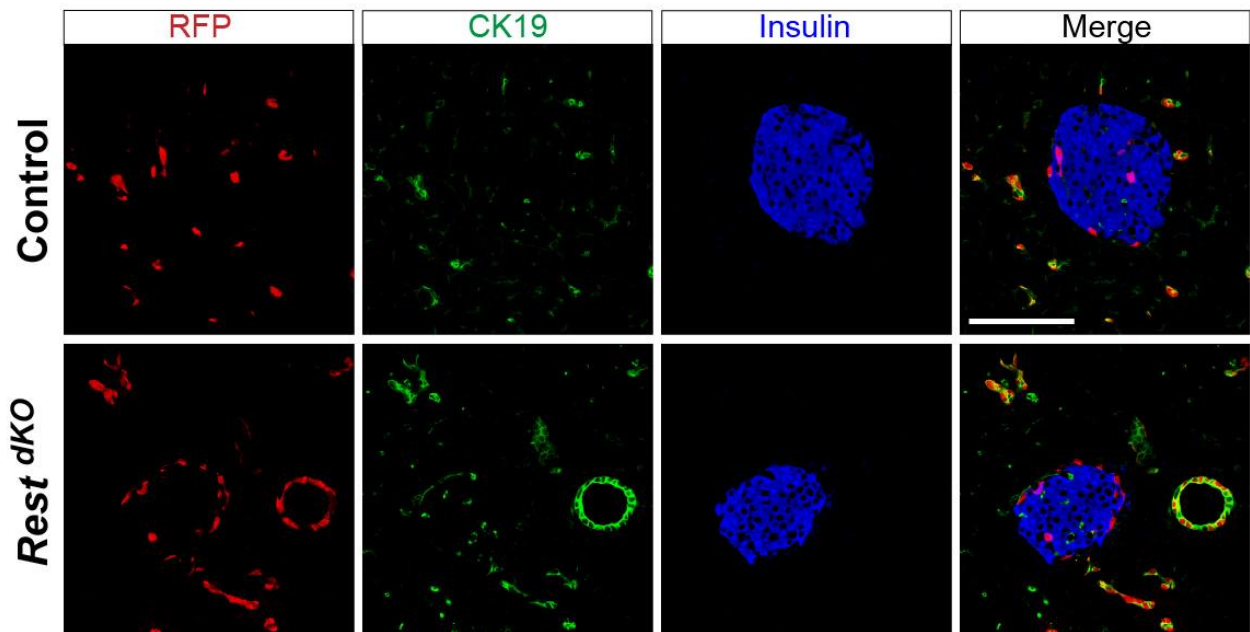

**Supplementary Figure 6. *Rest* pancreatic ductal KO in adult mice (*Rest*<sup>dKO</sup>).** Representative immunofluorescence staining for *Insulin* (blue), CK19 (green) and RFP (red) in adult pancreas of 12-week-old mice from control (*Hnf1b*-CreERT2;*Rosa26*<sup>RFP</sup>) and *Rest*<sup>dKO</sup> (*Hnf1b*-CreERT2;*Rest* LSL;*Rosa26*<sup>RFP</sup>) genotypes. CK19+ cells in large and small ducts showed >60% RFP+ labelling in both genotypes, but no differences in *Insulin*+/*RFP*+ cells between control and *Rest*<sup>dKO</sup> mice were observed, thus ruling out that *Rest*-deficiency at this stage leads to frequent duct-to-endocrine cellular transitions. Scale bars = 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

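RNA-seq of whole E18.5 mouse pancreas was analysed in 4 libraries, 2 from control embryos and 2 from *Rest* pKO embryos, in which *Pdx1-Cre* deletes exon 4 of *Rest* in the pancreatic epithelium. The sample labels give the controls as carrying *Pdx1-Cre* with wild-type *Rest*, while the heading of Supplemental Table S4 names them Rest LSL, and the labels give a mixed strain background with C57BL/6 for all embryos. The genotype and number of each library were taken from the labels and the matching column names of the count table. The paper's methods state 3 pancreas per genotype, and which of these the 4 libraries are is not stated.

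The deposited values are whole-number counts per gene. The authors made these counts from 100-bp paired-end reads of DNase-treated RNA, aligned with STAR to a genome that the methods call NCBI36/mm9, with uniquely mapped reads assigned to UCSC mm9 genes by featureCounts, given as 1.5 in the submitters' processing notes. The authors tested genotype with DESeq2 at an adjusted P under 0.05. The strand setting, and whether read pairs or reads were counted, are not stated in the paper's text, so reads of overlapping or antisense partners cannot be told apart, and copies of one gene share reads to an extent that is not known. Positions and exon lengths were taken from an mm9 (NCBI build 37) gene annotation by symbol, which placed 13336 of the 14550 genes tested, and were not converted between builds.

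The table holds 24391 genes, of which 5915 had no count in any library. Between 17071 and 17306 genes had a count in each library, and the 10 most abundant genes took 36.2% to 43.6% of all counts, highest in *Rest* pKO replicate 2. TMM factors were 0.992 and 1.06 in the controls and 1.04 and 0.910 in *Rest* pKO replicates 1 and 2. The replicates' difference was compared with sampling noise by a chi-square over genes with a summed count of at least 20.

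Genes were tested with edgeR 4.0.16 (filterByExpr with the genotype, TMM, glmQLFit and glmQLFTest) in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05. The log2 fold change is *Rest* pKO over control, and its standard error is its size divided by the square root of the quasi-likelihood F. CPM are divided by TMM-scaled library sizes, and means are given ± SD over 2 libraries. Gene lists with at least 3 tested members were compared with the other genes by camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 28 lists, and then with the correlation estimated from the data. The lists were also tested with fry, which asks whether a list's genes move one way and does not compare them with other genes. Every list that passed at the preset correlation no longer passed with an estimated one, where the lowest adjusted p was 0.386, and none of these lists passed fry, where it was 0.0727. Called genes per chromosome and genes of the H2 region were tested with Fisher's exact test, two-sided.

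The gene lists, the tests, the rule for naming genes and the alternatives were fixed before the data were examined, apart from those said to be added. The lists were written from textbook knowledge. Those of cholesterol synthesis, interferon response, MHC class I, erythroid, intestine and liver genes, and the chromosome test, were written after the top of the paper's Supplemental Tables S4 and S6 had been seen, and values of many named genes in Table S4 had been seen as well. The rule takes *Rest*, the genes the paper names in the text on these data, the islet hormones, the sex genes, up to 10 genes with the largest changes in each direction among those called with a mean of at least 1 CPM and separated groups, and up to 4 members with the smallest p of each list and, for rises and falls apart, of Supplemental Table S5. Which of the genes allowed by the rule are printed was chosen after their values, and their comparison with Table S4, had been seen. Values of some genes that the rule takes are not reported here, and counts of named genes include them. *Ccdc114* and *Erbb3* fall outside the rule and were chosen after their values were seen.

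Alternatives set in advance were DESeq2's size factors within edgeR, TMM without acinar and erythroid genes, no filter on low counts, a filter of at least 1 CPM in 2 libraries, DESeq2 1.42.0 with and without shrinkage by betaPrior, limma-voom, a replicate block, and leaving out each library in turn. Added after seeing the data were sex as a term, removal of a trend with exon length, and DESeq2 with its filtering level set at 0.05 in place of 0.1. The last was first run by mistake in place of the default. Adjusted p-values that DESeq2 left empty stayed empty.

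The procedure was tested on simulated data, 5 sets of counts drawn from the means and library sizes of the real libraries with 200 changed genes each. In these sets edgeR called 92.8% of genes raised and 83.9% of genes lowered by a log2 fold change of 2 and −2, 36.5% and 26.8% at 1 and −1, and 0.104% of unchanged genes. DESeq2 called 93.2%, 80.8%, 46.0% and 36.4% of the same classes and 0.140% of unchanged genes. A list raised by 0.6 passed camera in 5 of 5 sets and an unchanged list in 0. The simulated spread follows the fitted dispersions and holds no shared differences between libraries. The shares called therefore cannot be carried over to the real libraries, where edgeR called 4 genes and DESeq2 102. A gene not called there can still have a large change.

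Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's ChIP-seq, RT-qPCR, organoid and zebrafish experiments were not analysed here. Supplemental Tables S1, S3 and S4 were read in part, so no overlap with the full sets of bound genes was computed. *Shox2*, which the paper names, had 8 and 8 counts in the controls and 6 and 12 in *Rest* pKO and was not tested.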

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

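The tests of the H2 region, of sequence shared by *H2-K1* and *Naip5*, of library quality, of nerve tissue and of acinar share were chosen only after the results they bear on had been seen. All values below concern genes that the paper does not discuss, apart from the islet genes, and compare *Rest* pKO with control.

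*Rpl29* (log2 fold change −6.66), *Rps18* (−3.91), *Naip5* (−3.52) and *H2-K1* (−2.94) lost most of their counts in both *Rest* pKO libraries; without *Rest* pKO replicate 2 they did not pass (adjusted p from 0.140 to 0.164 in edgeR), with log2 fold changes of −6.46, −3.75, −3.36 and −3.09. For *H2-K1* the tables argue against reads that moved to similar genes, since the counted genes that share its sequence were lower too (−13.8% of its fall at the most), while for *Rpl29*, *Rps18* and *Naip5* this cannot be told apart, because 38, 4 and 1 annotated genes that share their sequence lie outside the counted set; the counted ones took at most 1.74%, 18.6% and −58.3% of the fall. Between 33 and 37 Mb of chromosome 17, where *Rps18* and *H2-K1* lie, 18 of 126 other genes (14.3%) were at an unadjusted p under 0.05 against 1172 of 13206 elsewhere (8.87%; odds ratio 1.71, 95% interval 0.974 to 2.85, Fisher's exact p = 0.0406), 5 higher and 13 lower. This excess does not decide whether a strain haplotype of that region differs between the genotypes. The region also holds genes of lists that lay lower as sets. Examples are *H2-D1* of the MHC class I list (log2 fold change −0.61) and *Hspa1b* of the heat shock list (−1.81). The interval also includes 1, and neighbouring genes are not independent. A strain variant at *Rpl29* and *Naip5*, and an effect of REST loss on any of the 4 genes, were not tested.

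Long genes had lower counts in *Rest* pKO: the log2 fold change correlated with exon length across 13336 genes, which are not independent (Spearman's rho −0.296), from a median of 0.17 in the shortest of 10 groups of equal size to −0.24 in the longest. The trend was present against the control mean in *Rest* pKO replicate 1 (rho −0.171) and replicate 2 (−0.316) and near absent between the controls (−0.0117), and the *Rest* pKO libraries also differed from each other (rho 0.214). The ribosomal RNA gene *Rn45s* moved with genotype too, at 0.257% and 0.207% of the counts in *Rest* pKO and 0.0647% and 0.0857% in the controls. Library or RNA quality and genotype therefore cannot be told apart, since both *Rest* pKO libraries show the trend and also differ in its size. No biological explanation of the trend was tested.

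Genes of islet hormones, granules and beta-cell function lay higher in *Rest* pKO together with nerve and Schwann cell genes (median log2 fold change 0.79 over 11 genes; camera, adjusted p = 5.51e-05; 0.386 with an estimated correlation). The length trend does not account for the rise of the granule and exocytosis list. With the trend removed, this list kept a median of 0.55 against 0.57 (camera with a preset correlation, adjusted p = 8.58e-16). Before removal it did not pass with an estimated correlation (adjusted p = 0.386). The hormone, beta-cell function and nerve lists also passed camera at the preset correlation with the trend removed. How far the trend adds to the size of their rise is not shown here. Nerve tissue as a source of hormone, granule and beta-cell function genes cannot be told apart, because their ratio to nerve markers in nerve tissue was not measured. Over the 4 pairs of a *Rest* pKO and a control library, the summed CPM of nerve and Schwann cell genes rose little. Its rise was at most 1.34%, 2.91% and 24.4% of that of the hormone, granule and beta-cell function genes. These markers were of low abundance. The most abundant, *Erbb3*, was at 18.0 and 21.0 CPM in controls and 22.0 and 23.1 CPM in *Rest* pKO. *Erbb3* was chosen for mention after its values were seen. The limit of 10% set for these shares was also chosen after values were seen. An earlier form of the test, on log2 differences, had not decided. A lower share of acinar cells would raise other cell types alike. Granule genes exceeded mesenchyme genes by 0.50 to 1.29 in every pair. Mesenchyme genes lay lower themselves (median log2 fold change −0.25), so this excess does not decide. Acinar genes took 42.4% and 40.9% of the counts in controls and 42.3% and 49.0% in *Rest* pKO replicates 1 and 2. Neither *Rest* pKO library lay below both controls, which argues against a lower acinar share as far as counts show it. More endocrine cells, which the paper reports, and derepression of these genes within cells both stay open as biological explanations, which whole-organ counts were not used to separate.

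Other lists of genes that the paper does not discuss passed camera in these data, and the adjusted p with an estimated correlation follows each. Macrophage and pan-leukocyte genes had a median log2 fold change of −0.42 (adjusted p = 1.04e-07; 0.386 estimated), and did not pass without *Rest* pKO replicate 1 (0.146). Neutrophil genes had a median of −2.93 (7.08e-06; 0.458 estimated), and did not pass without control replicate 2 (0.169). Erythroid genes had a median of −2.11 (7.34e-11; 0.386 estimated), and the controls differed widely. Their mean log2 deviations were 0.06 and 1.99 in control replicates 1 and 2 and −0.87 and −1.18 in *Rest* pKO replicates 1 and 2. Mesothelial genes had a median of −0.86 over 5 genes, all below 0 (8.54e-07; 0.386 estimated), with *Lrrn4* at −1.16 and *Wt1* at −1.07 (adjusted p = 0.357 each from edgeR, 0.00443 and 0.0153 from DESeq2). Mesenchyme and matrix genes had a median of −0.25 over 20 genes (0.00558; 0.609 estimated), with *Col1a1* at −0.96, and did not pass without *Rest* pKO replicate 1 (0.996), where 13 genes were below 0 and 7 above. Endothelial genes had a median of 0.40 over 12 genes (5.33e-05; 0.458 estimated), with *Pecam1* at 0.51, and did not pass without control replicate 1 (0.0898). Skeletal muscle genes had a median of 1.95 over 8 genes (5.33e-05; 0.458 estimated) through *Rest* pKO replicate 2, where *Myh3* was at 10.4 CPM against 0.298, 0.0504 and 0.556 CPM in the controls and *Rest* pKO replicate 1, and without that library they did not pass (0.744). Stomach genes had a median of 0.64 over 3 genes (0.0171; 0.386 estimated), and did not pass without *Rest* pKO replicate 2 (0.0747) or control replicate 2 (0.0680). Cholesterol synthesis genes had a median of −0.13 over 22 genes (0.0271; 0.458 estimated), with *Sc5d* at −0.78, and did not pass without *Rest* pKO replicate 1 (0.648), control replicate 1 (0.177) or control replicate 2 (0.171). Immediate-early and heat shock genes had a median of −0.50 over 10 genes (0.00142; 0.520 estimated), with *Hspa1b* at −1.81, and did not pass without *Rest* pKO replicate 1 (0.600) or control replicate 1 (0.199). Interferon response genes had a median of −0.43 over 12 genes (0.0132; 0.608 estimated), and did not pass without *Rest* pKO replicate 1 (0.993). MHC class I genes had a median of −0.30 over 10 genes (0.000151; 0.458 estimated), of which edgeR called *H2-K1* alone lower and DESeq2 called 2, and did not pass without *Rest* pKO replicate 1 (0.383).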

How the results depend on the processing

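The fits with sex as a term, with the length trend removed and with DESeq2's filtering at 0.05 were tests chosen only after the results were seen. DESeq2's size factors in edgeR, TMM without acinar and erythroid genes, no filter, a replicate block and removal of the length trend each called the 4 genes of the main test, and a filter of at least 1 CPM in 2 libraries and limma-voom called 3 of them, without *Naip5*. DESeq2 called 102 genes (26 higher, 76 lower), with shrinkage 98 (24 and 74), with its filtering at 0.05 108 (28 and 80), and sex as a term gave 247 (60 and 187); each of these included the 4 genes. With one library left out, edgeR called 1 to 514 genes, 1 to 59 of them higher and 0 to 455 lower, where the lone library of a genotype is assumed to vary like the pair of the other. The highest counts came without *Rest* pKO replicate 1, and the single call came without *Rest* pKO replicate 2: *Ccdc114*, at 54.4 CPM in *Rest* pKO replicate 1 and 3.99, 4.64 and 3.37 CPM in the other libraries, chosen for mention after its values were seen (log2 fold change over the leave-one-out fits −0.35 to 3.66). Leaving out a library also unbalances the sexes. The replicate numbers showed little pairing of the samples: deviations of same-numbered libraries correlated at 0.0478 across genes. The value for crossed ones, −0.0478, is its mirror by construction with 2 libraries per genotype, and is no second test. The replicate block left 4 calls, and turned camera's direction, which is relative to other genes, only in the lymphocyte list (adjusted p = 0.881), whose median stayed below 0. The liver list, which had not passed, passed as lower by DESeq2 (0.00864), with shrinkage (0.0249), with the block (0.000156) and with sex as a term (0.000115). These values used the preset correlation. With an estimated correlation in the main test, the liver list had an adjusted p of 0.692. With sex as a term, 1 list that had passed no longer did. The acinar list passed as higher by DESeq2 (0.0129) and with shrinkage (0.0129), both at the preset correlation. With an estimated correlation in the main test, its adjusted p was 0.664. Of 70 named genes, all but *Naip5* kept their side of the threshold under the scaling, filter, voom and block settings that tested them (the filter of 1 CPM left out *Mapk10* and *Myh3*), 20 more were called by DESeq2, and none changed direction under any fit of all 4 libraries that tested it. Sex as a term called 26 more, among them *Myh3*, *S100a9* and *Ccdc114*, each high in a single library, and leaves fewer residual degrees of freedom. Leaving out one library turned some that had not passed, over these ranges of log2 fold change: *Ppy* −0.00436 to 1.10, *Neurod1* −0.10 to 0.79, *Insm1* −0.36 to 0.58, *Hnf4a* −0.28 to 0.30, *Glis3* −0.10 to 0.18, *Bid* −0.16 to 0.20, *Mapk8ip1* −0.0829 to 0.27, *Isl1* −0.0950 to 0.48, *Prox1* −0.0649 to 0.34 and *Alb* −4.34 to 1.60. Hormone, granule, beta-cell function, hallmark and RE1 lists passed camera in every fit, including each with a library left out, and did not pass with an estimated correlation (adjusted p = 0.386 each) or in fry (0.339 each), nor did the endocrine transcription factors (0.622 and 0.542), which ranged from 5.23e-06 to 0.795 with a library left out. The cell cycle list ranged from 0.107 to 0.996 with a library left out and was 0.944 with fry, in the lower direction. Other lists whose direction in camera or fry turned, not always with their median, were acinar genes (leave-one-out 0.0175 to 0.744; length trend removed 0.725), duct genes (fry 0.944), mesenchyme (leave-one-out 1.60e-09 to 0.996), lymphocyte (0.00614 to 0.993; filter of 1 CPM 0.488; sex as a term 0.910) and liver (1.27e-86 to 0.797). No chromosome held more called genes than others in the main test (lowest adjusted p = 0.280, chromosome 17, Fisher's exact test). Chromosome 17 did by DESeq2 (0.0250), with its filtering at 0.05 (0.0497), with sex as a term (0.000316) and without control replicate 1 (5.21e-05, where chromosome 16 also held more, at 0.0368, and chromosome 5 fewer, at 0.00541); chromosome X did without *Rest* pKO replicate 1 and Y without control replicate 2, over a leave-one-out range of 1.67e-08 to 1. The planned fit without genes of an over-represented chromosome gave no value, as none was over-represented in the test by edgeR with genotype as the only term. The cause of these changes was not tested beyond the smaller number of libraries.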

Differences from the paper's values

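Sex as a term, removal of the length trend and DESeq2's filtering at 0.05 were tests chosen only after the results were seen; the other settings were fixed before the data were examined.

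The paper's number of down-regulated genes is 484 and of up-regulated genes 259, both at an adjusted P under 0.05 by DESeq2 with 3 pancreas per genotype. Here 4 were lower and 0 higher by edgeR with 2 libraries per genotype, where 474 were higher and 816 lower at an unadjusted p under 0.05. DESeq2 gave 76 and 26, and with shrinkage 74 and 24. Of the alternatives set in advance, the number of lower genes comes within 1.5 times the paper's only without *Rest* pKO replicate 1 (455), and none does so for higher genes, where the highest count is 59, also without *Rest* pKO replicate 1. The first 1997 of the 15547 rows of Supplemental Table S4 hold all 484 and 259 genes. Among them, in the same direction, are 2 of the 4 genes called by edgeR, 81 of 102 by DESeq2, 78 of 98 with shrinkage, 102 of 514 without *Rest* pKO replicate 1, 98 of 208 without control replicate 1, 35 of 100 without control replicate 2 and 0 of 1 without *Rest* pKO replicate 2. Sex as a term, chosen after seeing the values, gave 144 of 247, and DESeq2's filtering at 0.05, also chosen after, 84 of 108. *Rpl29* and *Naip5*, called here, are not among those rows.

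For *Neurog3* mRNA the paper's RT-qPCR fold is 10.7 ± 1.2 (SEM, over *Hprt*), and the fold by RNA-seq counts here was 1.60. It differs under every alternative set in advance, which gave 1.42 to 1.83. The assays are not the same, and whether the embryos are is not stated.

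Log2 fold changes were compared with Table S4 for the 52 named genes in the rows read, with its sign turned so that above 0 means higher in *Rest* pKO. The sign is the same in 51, the exception being *Hnf4a* (the paper's −0.31, here 0.0367). Over those 51 genes the ratio of the paper's value to the one here runs from 0.0517 to 1.69 with a median of 0.611, so that no single change of log base links them. The values differ by more than the standard error here in 36 genes. Each other setting was judged by its own standard error, so a gene can come within it through a wider error alone. Of the 36 genes, DESeq2 brings 3 within it (*Cdk2ap1*, *Neurog3*, *Onecut1*). Their log2 fold changes by DESeq2, 0.72, 0.68 and −0.59, equal those of edgeR when rounded, so the error and not the value makes the difference. DESeq2 with shrinkage brings 18 within its own error (*Cbfa2t3*, *Ccdc114*, *Cdk2ap1*, *Cdk5r2*, *Chga*, *Disp2*, *Ins1*, *Kcnk16*, *Krt20*, *Mapk8ip2*, *Neurog3*, *Onecut1*, *Pcsk2*, *Pecam1*, *Pyy*, *S100a9*, *Scg3*, *Slc4a1*). Leaving out *Rest* pKO replicate 1 brings 2 within it (*Krt20*, *Neurog3*), and *Rest* pKO replicate 2 brings 11 (*Cbfa2t3*, *Cdk2ap1*, *Gcg*, *Hnf4a*, *Ins1*, *Ins2*, *Onecut1*, *Pcsk2*, *Pecam1*, *Pyy*, *Scg3*). Leaving out control replicate 1 brings 8 within it (*Cbfa2t3*, *Cdk2ap1*, *Gp2*, *Krt20*, *Neurog3*, *Onecut1*, *Pecam1*, *Pyy*), and control replicate 2 brings 18 (*Cbfa2t3*, *Cdk2ap1*, *Chga*, *Disp2*, *Gcg*, *Hnf4a*, *Iapp*, *Ins1*, *Ins2*, *Kcnk16*, *Mapk8ip2*, *Onecut1*, *Pcsk2*, *Pyy*, *S100a9*, *S100b*, *Scg3*, *Syt13*). The other alternatives set in advance bring none within it. Of those chosen after seeing the values, sex as a term brings 5 (*Cdk2ap1*, *Neurog3*, *Onecut1*, *Pecam1*, *Pyy*), removal of the length trend 8 (*Cdk2ap1*, *Chga*, *Gcg*, *Ins1*, *Krt20*, *Neurog3*, *Pyy*, *Scg3*) and DESeq2's filtering at 0.05 the same 3 as DESeq2.

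The pairs that differ are, the paper's value first, for islet and granule genes *Ins1* 1.06 and 1.41, *Ins2* 0.68 and 1.23, *Gcg* 0.30 and 0.72, *Ghrl* 0.34 and 1.10, *Iapp* 0.52 and 0.93, *Pyy* 0.43 and 0.74, *Chga* 0.98 and 1.30, *Pcsk2* 0.58 and 0.94, *Scg3* 0.35 and 0.66, *Syt13* 0.55 and 0.91, *Kcnk16* 0.92 and 1.30, *Neurog3* 0.45 and 0.68, and *Cbfa2t3* −0.23 and −0.53. For neuronal, locus and cell cycle genes they are *Disp2* 0.83 and 1.13, *Tubb3* 0.50 and 1.24, *S100b* 0.33 and 0.95, *Mapk8ip2* 0.37 and 0.89, *Cdk5r2* 0.37 and 1.45, *Cdk2ap1* 0.44 and 0.72, *Ret* 0.56 and 1.24, *Onecut1* −0.30 and −0.59, *Unc5a* −0.91 and −2.06, and *Hnf4a* as given. For genes of other cells they are *Gp2* 0.38 and 1.00, *Krt20* 1.04 and 1.51, *Pecam1* 0.29 and 0.51, *Itgam* −0.58 and −1.76, *Ptprc* −0.67 and −1.55, *S100a9* −0.16 and −3.04, *Slc4a1* −0.30 and −3.81, *Lrrn4* −0.49 and −1.16, *Wt1* −0.41 and −1.07, *Hspa1b* −0.31 and −1.81, *H2-K1* −2.01 and −2.94, *Rps18* −2.54 and −3.91, and *Ccdc114* 0.16 and 2.74.

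Of 39 named genes that Table S4 calls, edgeR calls 2 (*Rps18* and *H2-K1*). DESeq2, with and without shrinkage, calls 21, adding *Bex2*, *Chga*, *Chgb*, *Cplx2*, *Disp2*, *G6pc2*, *Iapp*, *Ins1*, *Ins2*, *Itgam*, *Kcnk16*, *Krt20*, *Lrrn4*, *Pcsk2*, *Ptprc*, *Ret*, *Syt13*, *Unc5a* and *Wt1*. Leaving out *Rest* pKO replicate 1 calls 13, among them *Pyy* and *Sc5d*, leaving out control replicate 1 calls 13, among them *Slc4a1*, leaving out control replicate 2 calls 9, among them *Gp2*, and leaving out *Rest* pKO replicate 2 calls 0. Sex as a term and DESeq2's filtering at 0.05, chosen after seeing the values, call 22 each and leave out 17 of the 39.

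The paper states that *Cdk5r2*, *Cdk2ap1*, *Ccnd1*, *Mapk3* and *Ret* go up in *Rest* pKO. None passed here by edgeR, with log2 fold changes of 1.45, 0.72, 0.37, 0.42 and 1.24, and DESeq2 called *Ret* alone (adjusted p = 0.0125), as did edgeR with sex as a term (0.00481), chosen after seeing the values; all have the direction the paper states.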

Other observations

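The lists of liver and intestine genes were written after the top of the paper's Tables S4 and S6, from the same experiment, had been seen, and which genes to print was chosen after their values were seen. Further genes at the loci where the paper places REST peaks were measured in the same libraries, and none of those given here passed in edgeR or DESeq2. Among the regulators of differentiation, log2 fold changes were 0.41 for *Neurod1*, 0.18 for *Insm1*, 0.53 for *Pax4*, 0.04 for *Hnf4a* and *Glis3*, and −0.59 for *Onecut1*. Among genes of hormone processing and exocytosis, they were 0.57 for *Pcsk1* and 0.51 for *Syt7*. Among genes the paper links to endocrine cell growth, they were 0.46 for *Mapk11*, 0.10 for *Mapk8ip1*, 0.02 for *Bid* and −0.30 for *Mapk10*. The genes with peaks in pancreas only, *Isl1*, *Prox1* and *Cdh13*, were at 0.17, 0.15 and 0.24. *Neurog3* lies on chromosome 10 from 61595838 to 61597511 and was at 8.99 and 11.5 CPM in the controls and 17.4 and 15.5 CPM in *Rest* pKO.

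Tissues that border the pancreas varied between libraries of one genotype. Of 13 liver genes 12 had a log2 fold change below 0, with a median of −2.37 (camera, adjusted p = 0.102). The estimated correlation of this list was 0.75, which gave an adjusted p of 0.692. Camera's values below with a library left out used the preset correlation of 0.01 and are not adjusted for this. *Alb*, serum albumin, was at 342.5 and 10.1 CPM in control replicates 1 and 2 and at 52.3 and 8.65 CPM in *Rest* pKO replicates 1 and 2. Without control replicate 1 the liver list turned to higher (adjusted p = 1.13e-15), and without control replicate 2 it passed as lower (1.27e-86). Of 11 intestinal genes 8 were below 0 (median −0.46, adjusted p = 0.311; 8.69e-06 without control replicate 2), while *Krt20*, an intestinal keratin, was at 11.5 and 28.2 CPM in the controls and 62.0 and 51.1 CPM in *Rest* pKO (log2 fold change 1.51; adjusted p = 0.412 from edgeR and 0.00544 from DESeq2). Of 6 lymphocyte genes 4 were below 0 (median −0.21, adjusted p = 0.899; 0.00614 without control replicate 1).

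Of 16 genes of the Notch pathway 10 were above 0 (median 0.11, adjusted p = 0.135; 0.0178 without control replicate 2), and of 14 genes of the unfolded protein response 9 were (median 0.08, adjusted p = 0.107). *Gp2*, a zymogen granule membrane protein of acinar cells, was at 56.4 and 103.9 CPM in the controls and 152.6 and 167.5 CPM in *Rest* pKO (log2 fold change 1.00; adjusted p = 0.433 from edgeR and 0.0515 from DESeq2).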
